# A multi-scale approach reveals that NF-κB cRel enforces a B-cell decision to divide

**DOI:** 10.15252/msb.20145554

**Published:** 2015-02-13

**Authors:** Maxim N Shokhirev, Jonathan Almaden, Jeremy Davis-Turak, Harry A Birnbaum, Theresa M Russell, Jesse A D Vargas, Alexander Hoffmann

**Keywords:** apoptosis, B-lymphocyte, cell cycle, cell fate decision, NF-κB cRel

## Abstract

Understanding the functions of multi-cellular organs in terms of the molecular networks within each cell is an important step in the quest to predict phenotype from genotype. B-lymphocyte population dynamics, which are predictive of immune response and vaccine effectiveness, are determined by individual cells undergoing division or death seemingly stochastically. Based on tracking single-cell time-lapse trajectories of hundreds of B cells, single-cell transcriptome, and immunofluorescence analyses, we constructed an agent-based multi-modular computational model to simulate lymphocyte population dynamics in terms of the molecular networks that control NF-κB signaling, the cell cycle, and apoptosis. Combining modeling and experimentation, we found that NF-κB cRel enforces the execution of a cellular decision between mutually exclusive fates by promoting survival in growing cells. But as cRel deficiency causes growing B cells to die at similar rates to non-growing cells, our analysis reveals that the phenomenological decision model of wild-type cells is rooted in a biased race of cell fates. We show that a multi-scale modeling approach allows for the prediction of dynamic organ-level physiology in terms of intra-cellular molecular networks.

## Introduction

B-lymphocytes are central to immune responses as producers of antibodies and mediators of immunological memory. Upon recognition of specific antigens or pathogen-derived ‘danger’ signals, B cells may enter a proliferative program (Murphy *et al*, 2007). This physiological process can be recapitulated *ex vivo* using agonists of the B-cell receptor or Toll-like receptors (TLRs), which recognize specific pathogen-derived substances. Such agonists elicit a dynamic population response in which individual cells may undergo several rounds of cell division, exit the cell cycle and/or die by programmed cell death (Rawlings *et al*, 2012). Indeed, while the population response is generally robustly reproducible and predictable, the behavior of individual cells is seemingly stochastic. In each generation, only a fraction of cells divide, while others die, and the timing of division and death is highly variable, typically well-modeled by long-tailed log-normal distributions and resulting in a spectrum of many generations at any given time point after stimulation (Hawkins *et al*, 2007b, 2009).

Given the physiological and pathological importance of the B-cell response, the underlying biochemical processes involved in transducing receptor signals, cell growth, cell cycling, and programmed cell death by apoptosis have been well studied (recently reviewed in Browne, 2012; Gerondakis & Siebenlist, 2010; Link & Hurlin, 2014; Renault & Chipuk, 2013). Their involvement in B-cell expansion has been characterized by measuring population cell numbers or apoptotic cells, bulk replicative activity (by measuring DNA synthesis), or distributions of generational cell counts at given time points (by dye dilution studies coupled to FACS). For example, deficiency in the NF-κB transcription factor cRel was reported to result in a substantially reduced B-population response, due to deficiencies in cell-cycle entry and cell survival (Gerondakis *et al*, 1998; Grumont *et al*, 1998). Further, potential cRel-dependent mediators of these processes have been identified, such as the genes coding for CyclinD (Wang *et al*, 1996; Guttridge *et al*, 1999; Huang *et al*, 2001), Myc (Duyao *et al*, 1990), and Bcl_XL_ (Chen *et al*, 1999). Yet, how these functions coordinately produce the dynamics of the population response, the generation-specific distributions, or fate control at the individual cell level remains poorly understood.

Previous studies have shown that the time to the first division is substantially longer than that of subsequent divisions, and the timing of cell death is also generation dependent (Hawkins *et al*, 2009). Yet there are competing theories for how fate (i.e., whether the cell divides or dies) is determined. Some studies invoke a molecular race hypothesis, which posits that processes leading to cell division and apoptosis are proceeding concurrently within cells, with the faster of the two determining the outcomes (Hawkins *et al*, 2007b; Duffy *et al*, 2012); however, other observations support the notion that cells decide their fate prior to it being manifest (Hawkins *et al*, 2009; Shokhirev & Hoffmann, 2013). In particular, the cyton (Hawkins *et al*, 2007b) and fcyton (Shokhirev & Hoffmann, 2013) age- and generation-structured models describe lymphocyte population dynamics assuming a molecular race or decision between division and death, respectively. Further, it is unclear what the determinants are for the variability in timing which in the former but not the latter model underlies the variability of cell fate determination. Previous studies offer evidence that the inherent variability in timing of receptor-induced apoptosis of transformed liver cells is caused primarily by cell-to-cell variability in the steady state (Gaudet *et al*, 2012).

Recent advances in single-cell analysis and modeling render answers to these questions within reach. Flow cytometry and immunofluorescence microscopy, which provide snapshots of a few attributes of the cells within a population, may be complemented with single-cell mRNA sequencing, which provides transcriptome-wide measurements, and live cell microscopy, which provides longitudinal information at single-cell resolution; however, challenges in data analysis and integration persist. Interestingly, kinetic models that capture the dynamic control of molecular networks can function as platforms for data integration and provide a predictive understanding; for example, iterative experimental and modeling studies have delineated numerous negative and positive feedback loops that control the dynamics of NF-κB (Basak *et al*, 2012), or identified determinants of cell-cycle progression (Conradie *et al*, 2010) and cell death/survival fate decisions (Loriaux *et al*, 2013).

## Results

Here, we aimed to construct a multi-modular mathematical model that accounts for B-cell population dynamics in terms of intra-cellular molecular network dynamics. Starting at the B-cell population scale, we employed carboxyfluorescein succinimidyl ester (CFSE) flow cytometry and live time-lapse microscopy tracking of cell lineages to characterize the model topology and parameters at the cell biological scale. Starting at the molecular network scale, we used single-cell RNAseq and quantitative immunofluorescence to characterize the connections between several regulatory molecular network modules (Fig1).

**Figure 1:**
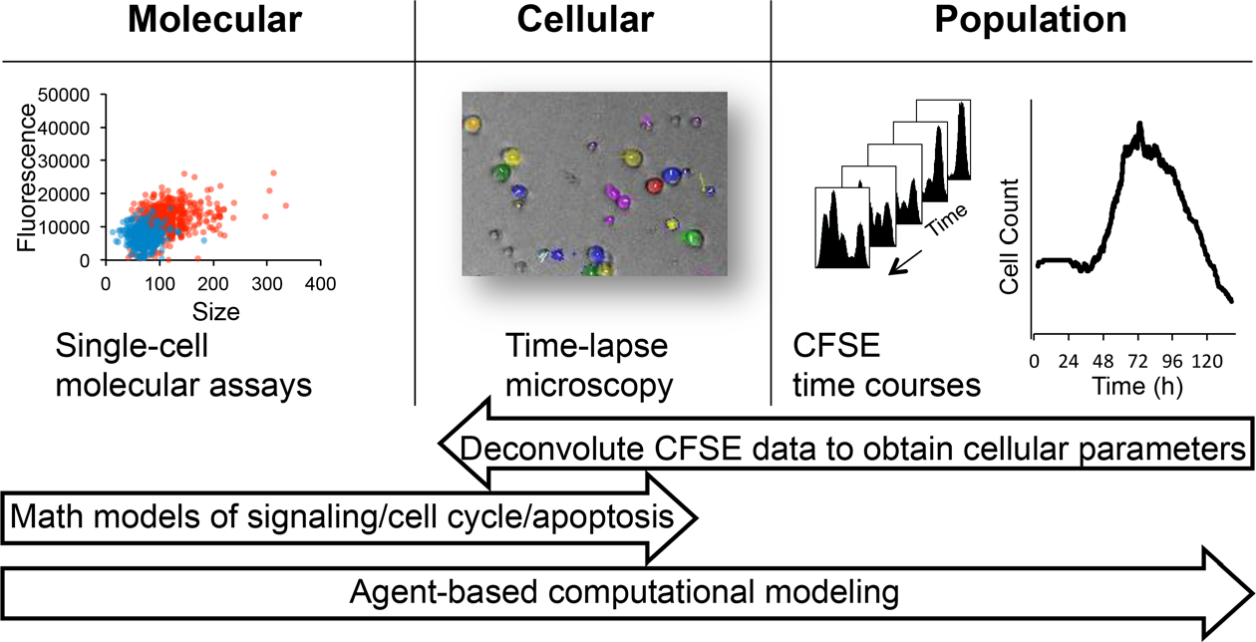
Developing a multi-scale understanding of the B-cell immune response We employed a multi-scale approach to studying the B-cell response. Time-lapse microscopy observations of B-cell populations revealed cellular growth trajectories, distribution of division and death time, as well as the fraction of cells responding in each generation. Single-cell molecular assays provided insights into the upregulation of key molecular players upon activation within individual cells. The number of cells in each generation was measured by the division tracking dye CFSE and deconvoluted into maximum-likelihood cellular parameters using the FlowMax computational tool. We used our observations to parameterize a multi-scale agent-based mathematical model consisting of established modules for signaling, apoptosis, and the cell cycle which allowed us to mechanistically study molecular perturbations on population dynamics.

### Time-lapse microscopy reveals generation-specific single-cell behavior

In order to obtain cell lineage information that accounts for the population response, we tracked 1,295 live primary B cells using a time-lapse microscopy pipeline (Fig2A). We developed a semi-automated image analysis method, combining the advantages of computational automation and human input to minimize errors (see Materials and Methods). Analysis of wild-type B cells responding to high CpG stimulation confirmed the expected population expansion followed by a contraction period (Fig2B). After cells that died from mechanical death in the initial phase (Hawkins *et al*, 2007a) were filtered out (Supplementary Fig S1A and B), we found that approximately 38% of the starting, ‘generation 0’, cells divided; then, 85% of generation 1 cells divided with subsequent generations, showing a steady decrease in this fraction such that only 9% of cells divided in generation 6 (Fig2C). To quantify the cellular response, we classified cell size trajectories into two categories: (i) cells that grew by at least 350 μm^3^ (representing at least two standard deviations on average, Supplementary Fig S1C) or reached a final size of at least 800 μm^3^ (based on the bimodal size distribution (Supplementary Fig S1D) and to ensure that large generation 1+ cells are included), dubbed ‘growers’ and (ii) cells that did not meet these criteria, dubbed ‘non-growers’ (Fig2D). To test the sensitivity of the growth threshold, we repeated the quantification with a 25% lower and higher growth threshold, revealing that few cells exhibited ambiguous growth (Supplementary Fig S1E). Averaging the growth trajectories of ‘growers’ (Fig2E) and ‘non-growers’ (Fig2F) in each generation normalized by percent cell lifespan revealed that progenitors (generation 0) that grew exhibited a growth delay followed by rapid growth to approximately fivefold their starting size, while generation 1+ growers did not exhibit the delay phase, and started growing immediately after mitosis. Furthermore, ‘grower’ cells generally grew to the same size on average in all generations except prior to their final division. While ‘non-growers’ by definition did not exhibit significant growth (as defined above), they nevertheless typically exhibited some growth.

**Figure 2:**
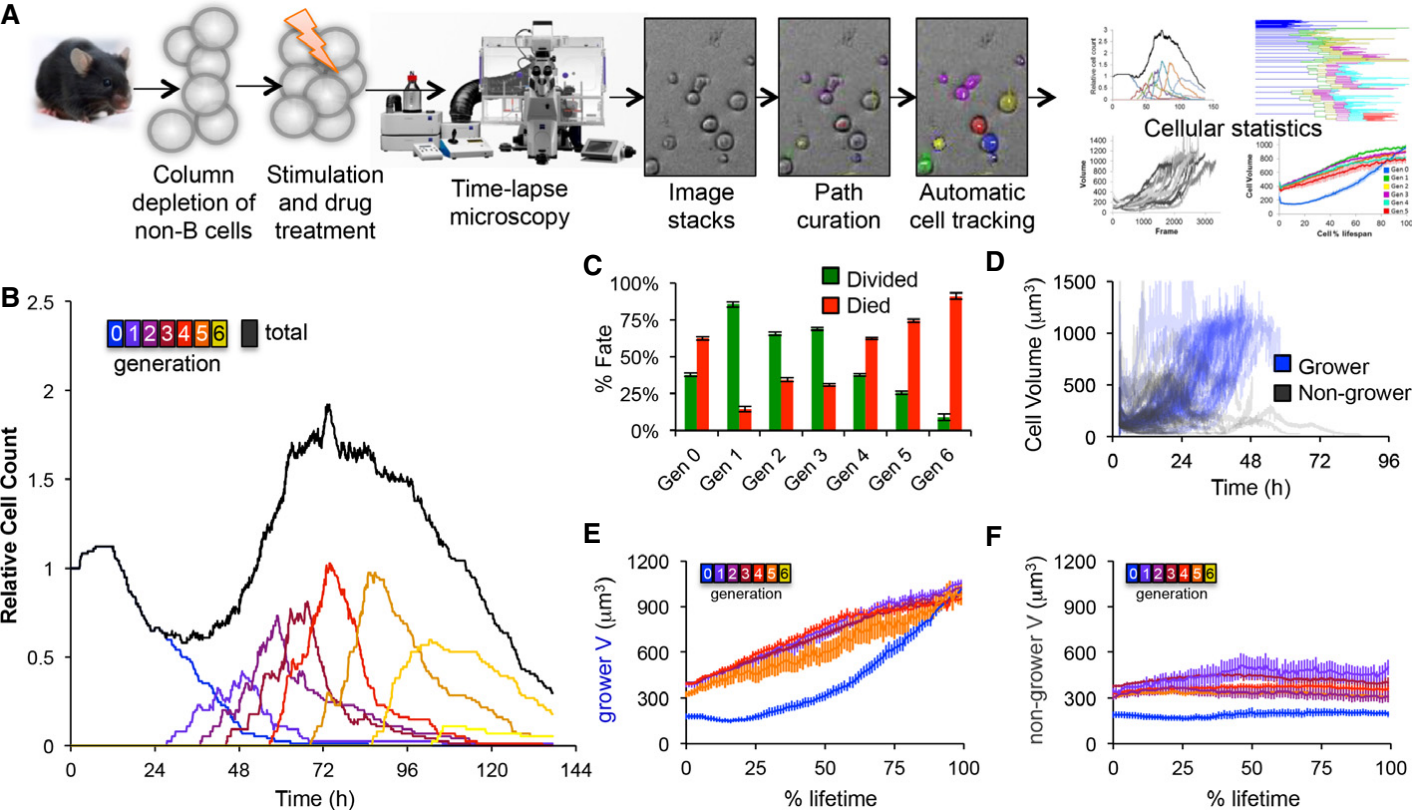
Time-lapse microscopy reveals two distinct generation-dependent growth patterns for B cells A Overview of the time-lapse microscopy experimental and analysis pipeline. B cells were purified from mouse spleen, stimulated with TLR9 agonist CpG, imaged on an environmentally controlled microscope for 6 days, and tracked using a semi-automated tracking tool to quantify generation-dependent cell statistics.

B Generational cell counts relative to initial count.

C The observed fraction of cells dividing or dying in each generation. Error bars = 1/*n*, where *n* = 85, 55, 93, 103, 125, 90, 45 for generations 0–6, respectively.

D Growth trajectories of generation 0 cells that grew by more than 350 μm^3^ or ended with a volume of at least 800 μm^3^ (blue) and trajectories of generation 0 cells that did not end with a large volume (black).

E, F Cell size trajectories as a function of % lifetime for growers (E) and non-growers (F) in each generation (colors as in B). Error bars are SD, with *n* = 34, 44, 60, 54, 40, 15, 2 growing cells, 51, 11, 33, 49, 85, 75, 43 non-growing cells in generations 0–6, respectively.

### Distinguishing between race and decision models in cell fate determination

To further characterize the underlying cellular mechanisms, we next tested whether cell cycle and apoptosis were parallel racing processes (Fig3A), as previously suggested (Duffy *et al*, 2012), or whether the growth phase was indicative of a prior decision to assume the division fate instead of the death fate (Fig3B). For each generation, we counted the fraction of ‘growers’ that divided and died within a 24-h period: 12–36 h in generation 0 or 0–24 h in generations 1+ (Fig3C), as well as the fraction of ‘non-growers’ that divided and died within the same periods for each generation (Fig3D). Our results indicate that virtually all ‘growers’ in the first four generations divided, supporting the notion of an early decision that predisposes B cells to a particular fate (Fig3B). Interestingly, following the first generation, there was a significant fraction of cells that divided that had been classified as ‘non-growers’; however, such poor growth almost always occurred in the last division (Supplementary Fig S2). To further test this important distinction, we noted the time point at which growth starts (Tgro), the time to division (Tdiv), and time to death (Tdie) of progenitor cells and calculated the expected lower-bound probability that a dying cell would have grown, provided a ‘molecular race’ or ‘decision’ model (Fig3E and F). Our analysis revealed that even under relatively relaxed assumptions, the data are inconsistent with both processes occurring simultaneously in cells (i.e., race). A decision model, which commits cells to either fate, is more consistent with the observed behavior. In other words, because time to death is typically earlier than time to division (Fig3E), and because time to start growing, Tgro, is typically much earlier than Tdiv or Tdie, our analysis predicts most cells would grow prior to death if the two processes were indeed running in parallel as implied by the ‘race’ model.

**Figure 3:**
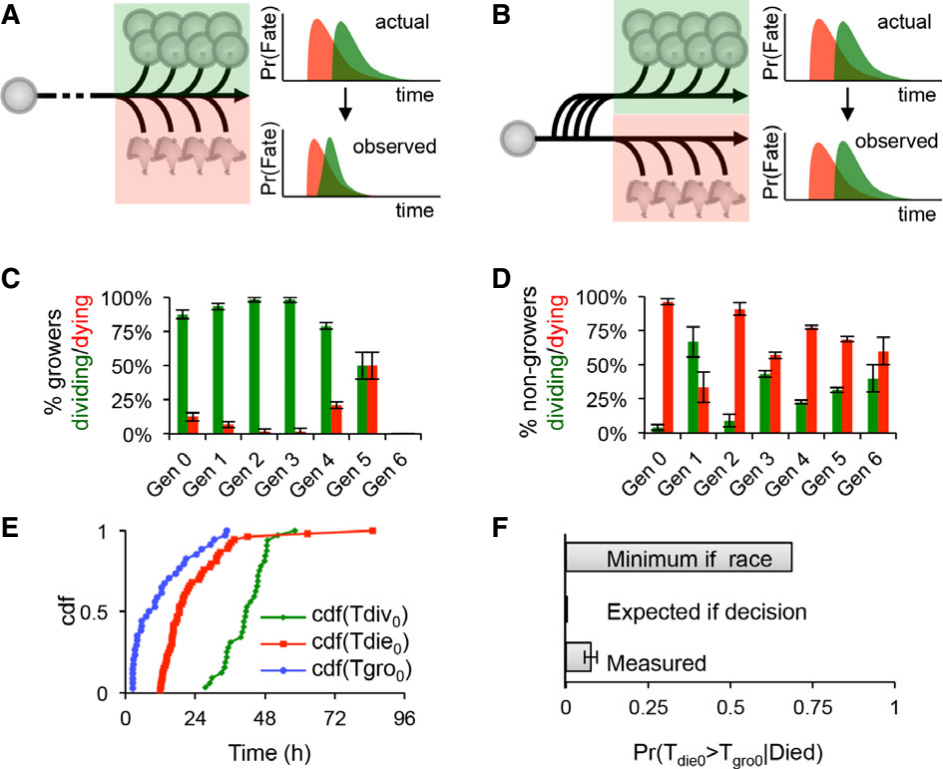
B cells decide to divide or die and are protected from the alternate fate A Flowchart depicting the scenario in which the cell fate of growing cells is determined by a race between division (green) and death (red); hypothetical division and death time distributions before and after mutual censorship are shown on the right.

B Flowchart depicting the scenario in which entering the growth phase or not represents an early commitment to one fate; the independent division (green) and death (red) time distributions are shown on the right.

C–F Analysis of response (growth), division, and death statistics for WT B cells. Error bars = 1/*n*. Measured generational probabilities that a growing (C) or non-growing (D) cell divided (green) or died (red) within a 24-h period (12–36 h for gen 0). Measured cumulative distributions (E) for the time to start growing (blue), time to divide (green), and time to die (red) of generation 0 cells. Distributions were used to calculate the lower bound expected probability that a dying cell had started to grow (F) assuming a molecular race between fates or an early commitment to one fate, as compared to the measured probability. For further details, please see Supplementary Methods.

Next, we tested this hypothesis with an alternate method, using computational deconvolution of flow cytometric measurements of the generational populations at specific time points (Supplementary Fig S3A). CFSE-stained B cells were stimulated with CpG, and fluorescence histograms indicative of each generation were analyzed by the software tool FlowMax (Shokhirev & Hoffmann, 2013) to identify maximum-likelihood cellular parameters. Employing either the cyton model (which assumes that responding cells may die, Supplementary Fig S3B) or the fcyton model (which assumes that they do not, Supplementary Fig S3C), we asked which derived cellular parameters best agreed with those observed by time-lapse microscopy (Supplementary Fig S3D). While both models accurately fit the CFSE time course (Supplementary Fig S3E), the race (cyton) model requires a much longer distribution for Tdie_0_ than the decision (fcyton) model (Supplementary Fig S3F); shorter Tdie_0_ parameters are more consistent with the experimental microscopy dataset.

While our results suggest that cell fate is determined early, it is unclear what contributes to the cell-to-cell variability. Recent studies have shown that extrinsic variability in cell states rather than intrinsic signaling noise can account for variability in cell fate decision in mammalian cells (Spencer *et al*, 2009, 2013; Lee *et al*, 2010). As recently divided sibling cells have more similar cell states, we determined whether fate and timing are more correlated between related cells (Supplementary Fig S4). Indeed, sister cells were observed to undergo the same fate approximately 90% of the time, while cousin cells were more likely to experience different fates in all generations (Supplementary Fig S4A). Further, the timing of the decision process, interdivision time, and to a smaller extent lifespan were significantly correlated between sister cells: Pr(ΔTgro ≤ 4 h) = 0.90, *R*^2^ = 0.74, and *R*^2^ = 0.39, respectively (Supplementary Fig S4B–D). Furthermore, the correlations decreased with a subsequent division (i.e., between cousins): Pr(ΔTgro ≤ 4 h) = 0.77, *R*^2^ = 0.44, and *R*^2^ = 0.38, respectively, consistent with mixing times on the order of hours to days, more consistent with variability in molecular network states rather than genetic or epigenetic sources of cell-to-cell variability (Spencer *et al*, 2009).

### Molecular determinants of cell fate decision processes

To characterize the molecular connections that underlie fate decision processes, we turned to single-cell molecular assays (Fig4A). 

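Naive B cells were purified from the spleens of wild-type mice and stimulated for 24 h with 250 nM of a CpG oligonucleotide, a ligand of TLR9 (the protocol among the sample labels gives 250 ng/ml). Cells were caught on a microfluidic chip, imaged and lysed there, and their RNA was amplified to cDNA and sequenced. Libraries came from 5 small cells (wells A2, C12, C7, F7 and H1) and 5 large cells (wells C1, C3, E1, E3 and G2). A negative control held spike-in RNA and no cell, a positive control held diluted bulk cDNA at 24 h, and a further library held a bulk sample at 0 h. B cell transcripts were abundant in the 9 cells other than C3. Cd79a, a signaling chain of the B cell receptor, had 3570 to 21859 counts in these cells, and H2-Ab1, a chain of a class II antigen-presenting molecule, had 2925 to 29263. No mouse or culture is named per cell, so each size group was 1 sample, and the differences between small and large cells have no replicate check and no p-value.

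Total gene counts were 3311235 to 6191247 in the small cells (median 5494038) and 4043241 to 6311782 in the large cells (median 5588852). The negative control had 190 gene counts, the positive control 1740862 and the 0 h sample 825441. The authors aligned the reads with STAR to the mouse genome (build m37) and deposited read counts for 37991 genes, of which 32919 (86.6%) were matched to a gene symbol by their Ensembl identifiers. For each library the authors derived a factor from a linear fit to the most abundant spike-ins, which was 0.289 to 0.935 in the small cells and 0.0998 to 1 in the large cells. They multiplied the counts by this factor and added a constant of 100 to every gene, because low spike-ins varied between libraries. The adjusted counts were recomputed here from the deposited counts and factors. A gene was taken as on in a cell above an adjusted count of 300, and its expression score was the share of large cells minus the share of small cells in which it was on. The score used 4 large cells, since the authors omitted C3. Log2 ratios compare the mean adjusted count of the large cells with that of the small cells, and the added constant draws them toward 0. Intervals cover counting error only, since reads copied by PCR without molecular identifiers are not independent molecules. A gene with no read in a cell could hold up to 4.75e-05% to 9.06e-05% of that cell's counts, or 3 counts of the total.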

Following CpG stimulation of B cells for 24 h, we sequenced the transcriptomes of five large and five small cells using a single-cell autoprep system, which allowed us to image and measure the size of individual B cells trapped in a microfluidic chip (Fig4B). 

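Bid, which encodes a pro-apoptotic protein that links death receptors to mitochondria, was on in all 4 large cells and in none of the 5 small cells. Its mean adjusted count was 939 in large and 107 in small cells, from 9991 counts (exact 95% Poisson interval 9796 to 10189) against 70 (54.6 to 88.4). Of the genes with a score of at least 0.5, the 10 with the largest log2 ratios were Mtr, the methionine synthase (3.17), Bid (3.13), D3Ertd751e (3.11), Exoc1 of the exocyst (3.08), Cox10, which acts in heme A synthesis (3.00), Mier1 (2.92), the nuclear receptor Nr2c2 (2.90), the DNA repair gene Fignl1 (2.89), Gcsh of the glycine cleavage system (2.88) and Pole3, a subunit of DNA polymerase epsilon (2.88). Of the genes with a score of at most -0.5, those with the largest included Rgs1, a regulator of G protein signaling (-3.72), Rtn4ip1 (-3.63), the Golgi syntaxin Stx5a (-2.83), the Myc antagonist Mxd4 (-2.72), Mcfd2 (-2.54), Cep72 (-2.52), Fam117b (-2.36), Ccdc127 (-2.36) and Epc2 (-2.29). Rgs1 had 8691 counts over the small cells and 1 over the 4 large cells, and Mxd4 had 7619 and 1. The omitted large cell C3 had an adjusted count of 4893 for Rgs1, and with C3 kept the ratio of Rgs1 was -0.32 and its score no longer reached -0.5. The ratio of Rgs1 was -1.82 without small cell A2, where its adjusted count was 5203. Those of Mtr, Mier1, Cox10 and Nr2c2 were 1.26, 1.16, 1.58 and 2.16 without large cell C1.

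By the score, 375 genes were higher and 121 were lower in large cells, of 6435 genes that were on in at least 1 of the 9 cells. The number of higher genes was 53 with C3 kept, 783 without A2, 121 without C1, 146 without E1, 163 without E3 and 518 without G2. The number of lower genes was 205, 414, 542, 380 and 440 without A2, C12, C7, F7 and H1, respectively.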

After normalizing transcript counts to RNA spike-in controls, we identified 369 upregulated and 121 downregulated genes in large versus small cells (Fig4C). 

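Among metabolic genes, Cad, the enzyme that opens pyrimidine synthesis, had a log2 ratio of 2.69 and was the 1 member of 24 detected genes of nucleotide synthesis with a score of at least 0.5 (median log2 ratio of the list 0.25). Of 17 genes of the TCA cycle, Pdha1 of the pyruvate dehydrogenase complex was higher by score (1.07, median of the list 0.05). Of the 36 detected genes of the list of oxidative phosphorylation, Uqcrc2 of complex III was lower by score (-1.08, median 0.13) and none was higher. Of 37 further detected subunits of the respiratory chain and ATP synthase, which were gathered by symbol after the data were seen, 5 were higher, Cox6b1 (0.92), Ndufb3 (0.66), Ndufa11 (0.49), Uqcr11 (0.39) and Ndufa8 (0.22), and Cyc1 was lower (-1.23), with a median of 0.16, or -0.048 without C1. None of 14 glycolytic genes was called in either direction, and their median of 0.51 lay at percentile 95.8 of 10000 random lists matched on expression, which describes these cells. That median was 0.087 without C1, at percentile 91.4, and 1.11 without A2. The glycolytic enzyme Tpi1 had a ratio of 1.43 and a score of 0.4. The authors' deposited table places 33 of their higher genes among metabolic pathways, with an enrichment ratio of 2.19 and an adjusted p of 0.0008, Mtr, Cox10 and Cad among them.

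Of 17 pro-apoptotic genes, Bid and Parp1, a sensor of DNA breaks (1.11), were higher by score, and the list's median was 0.15. Of 7 anti-apoptotic genes, the caspase inhibitor Xiap (1.09) was higher by score, while the median was -0.77, at percentile 2.49. Mcl1 (-0.77) and Birc2 (-1.68), which both protect from cell death, had scores of 0.15 and -0.15, but ratios of -0.012 without C12 and -0.49 without A2, respectively. Under apoptosis the authors' deposited table holds 6 genes, Pik3cd, Xiap, Bid, Rela, Akt2 and Pik3ca (enrichment ratio 5.49).

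Of 24 genes of the G1-S transition, the cyclin-dependent kinase Cdk2 (2.11) and the pocket protein Rbl1 (1.18) were higher by score, and the median of 0.36 lay at percentile 89.8. Without C1 this median was -0.00020, at percentile 92.2, and without A2 it was 1.01. Of 29 genes of DNA replication, the polymerase subunits Pold2 (1.33) and Pole (1.43) were higher, and the median was 0.20, or -0.22 without E1. Without C1 the ratios of Cad, Rbl1 and Pold2 were 1.44, 0.51 and 0.86, that of Uqcrc2 was -0.74 without G2 and -2.42 without E1, and that of Pdha1 was 1.85 without H1. The medians of the nucleotide synthesis, TCA cycle, oxidative phosphorylation and pro-apoptotic lists also fell on either side of 0 with single cells left out, with lowest values of -0.07, -0.11, -0.14 and -0.46. In the authors' deposited table the G1 to S term holds Cdk7, Cdk2, Pole, Rbl1 and Ccnh (ratio 5.99). Its TNF-alpha NF-kB term holds 10 genes, among them Rela, the inhibitor Nfkbie, the kinase Tbk1 and the RNA polymerase I subunits Polr1a and Polr1e (ratio 3.65, adjusted p 0.0046). The gene numbers expected in the terms for higher genes of the authors' deposited table were 1.27 to 1.31% of each term's genes, while 5.83% of the genes detected in these cells had a score of at least 0.5.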

Using pathway enrichment tools, we identified pathways that were significantly upregulated in large cells, including metabolism, the control of apoptosis and the G1-to-S transition, and NF-κB, a known key regulator of B-cell expansion (Fig4D). 

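Trp53, which encodes p53, was on in all 9 cells and had a mean adjusted count of 3266 in large and 921 in small cells (log2 ratio 1.83, score 0). Of 10 detected p53 target genes, the antiproliferative gene Btg2 was lower by score (-0.59), none was higher, and the median log2 ratio was -0.27, but 0.33 without A2 and -0.57 without C1. With each library scaled to its total, the ratio of Btg2 was 0.49. Of a list of 11 genes that encode transcription factors of Fig 4E, 8 were on in at least 1 cell and none was called. Rela, which encodes the NF-κB subunit RelA and was outside this list, was higher by score (2.14). The growth regulator Myc was on in 3 of 4 large and 2 of 5 small cells (ratio 0.02), and the immediate early gene Egr1 was on in 2 large cells and 1 small cell (1.16). Stat5a, a mediator of cytokine signals, had a ratio of 1.00, Myb 0.36, Creb1 0.32, the cell cycle factor E2f3 0.19 and Yy1 -0.68. Without C1 the ratios were 1.21 for Trp53, 0.69 for Egr1, 0.50 for Stat5a, -0.66 for Myc, -1.06 for Creb1, -0.79 for E2f3 and -0.026 for Myb. Without A2 they were 2.55 for Egr1, 1.62 for Stat5a, 1.81 for Creb1, 1.02 for E2f3 and 0.083 for Yy1, and Myc was at 0.84 without F7. Lef1 and Sox9 had no read in the 9 cells. The median ratio of the list was 0.25, but it was -0.62 without C1 and 1.62 without A2.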

Further, we performed a transcription factor enrichment analysis on the upregulated and downregulated gene sets and found that binding motifs of nine transcription factors that are known NF-κB target genes, as well as NF-κB itself, were enriched among the genes upregulated in big cells (Fig4E), while p53 was the only known NF-κB target gene transcription factor enriched in the set of genes downregulated in big cells.

**Figure 4:**
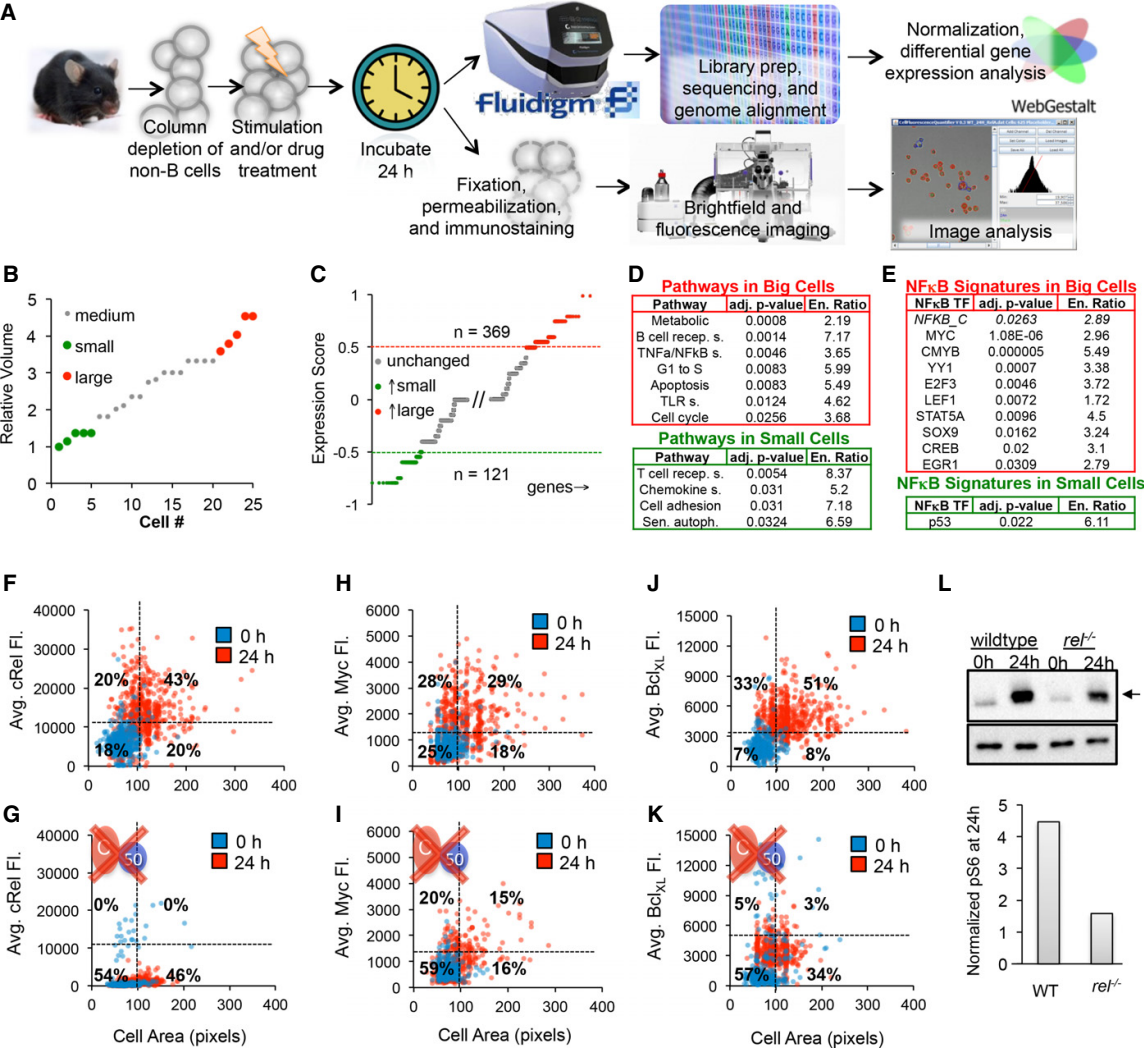
Molecular assays suggest that NF-κB enforces an upstream fate decision A–L Naïve purified B cells were stimulated with 250 nM CpG for 24 h and analyzed using single-cell RNA sequencing (A top). Five small and five large B cells were captured in a microfluidics chip (B), and their transcriptomes were sequenced to reveal sets of genes typically upregulated in big cells (C, red) or small cells (C, green). Pathway analysis on genes upregulated in large B cells (D, top) and small cells (D, bottom) was performed. (E) Transcription factor motif enrichment analysis on the genes upregulated in large cells (E, top) and small cells (E, bottom) was performed and filtered to show only significantly upregulated (*P* < 0.05) and known NF-κB target genes or NF-κB itself. NF-κB cRel abundances of purified naïve B cells stimulated with 250 nM CpG for 24 h were obtained by quantifying average fluorescence in fixed B cells stained with anti-cRel antibody conjugated to fluorophore, or anti-Bcl_XL_ antibody bound to a fluorescent secondary antibody (A bottom). The 0-h average fluorescence was used to determine significant upregulation of NF-κB cRel (F), growth regulator Myc (H), and anti-apoptotic regulator Bcl_XL_ (J) at 24 h (*P* < 0.05). Immunoblot for p-S6 (arrow), a downstream target of mTORc1, with anti-tubulin control after 24 h CpG stimulation in WT and cRel-deficient B cells and gel quantification is shown (L). NF-κB cRel-deficient cells were used to approximate the technical noise (G) or dependence of Myc (I), Bcl_XL_ (K), and mTORc1 (L) on NF-κB cRel. Quadrants in (F–K) indicate fraction of cells at 24 h compared to 0 h. Growth was manually defined as a cell area > 100 pixels to avoid cell selection bias in images.

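The large cells were 3.59 to 4.54 times and the small cells 1 to 1.36 times the volume of the smallest cell, which was A2, so that every large cell exceeded every small cell. The ratio of the median volumes was 2.96. The spike-in-normalized gene counts, a measure of the RNA recovered per cell, overlapped between the groups. Their median was 2376600 in the 5 large cells (557519 to 4043241) and 1732570 in the 5 small cells (978523 to 4867987), a ratio of 1.37. The smallest cell held the most normalized counts, and the fewest were in the large cell G2. The number of genes on per cell was 656 in G2, 809 in C3, 2320 in E3, 2455 in E1 and 3103 in C1, against 961 to 3819 in small cells.

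**Figure D1:**
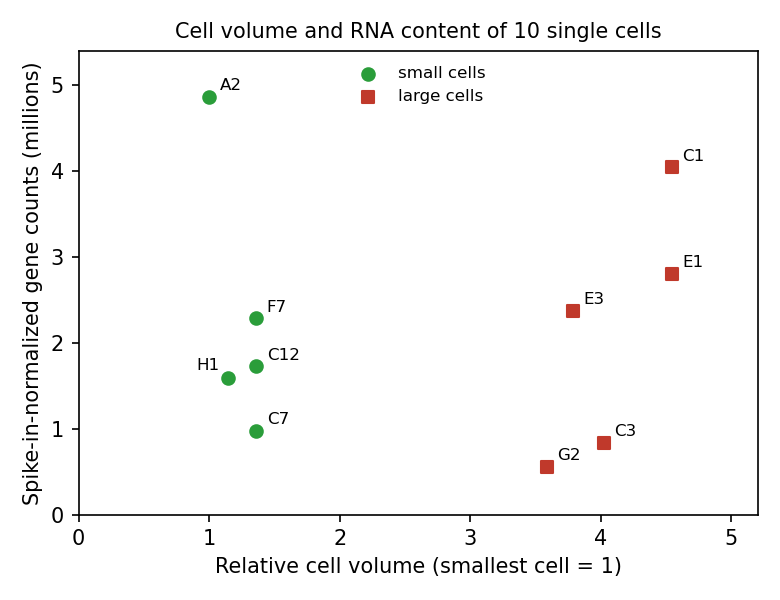
Relative cell volume (x axis, smallest cell = 1) against spike-in-normalized gene counts (y axis) for 5 small cells (circles) and 5 large cells (squares), each labelled with its well. The groups are apart in volume and overlap in normalized counts, with A2 at 4867987 and G2 at 557519.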

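The 9 higher genes with an NF-κB motif in the authors' deposited table were Nup153, Bcl11a, Ash1l, Dap3, S100a10, Id2, Hcfc1, Ect2 and Ankhd1 (enrichment ratio 2.89, adjusted p 0.0263). Bcl11a, a transcription factor of lymphoid cells, had a log2 ratio of 2.61 and was on in 3 of 4 large cells and no small cell. Hcfc1, a cofactor of cell cycle transcription, had 2.34, and Ect2, which acts in cytokinesis, had 1.51, or 0.67 without C1. Id2, an inhibitor of helix-loop-helix factors, was on in 4 large and 2 small cells with a ratio of -0.21, or 1.54 without A2. Of the other motifs, the authors' deposited table gives 36 genes for Myc, 16 for Myb, 17 for Yy1, 40 for Lef1, 7 for Stat5a and 9 each for Sox9, Creb and Egr1. The paper filtered out motifs of factors that are not NF-κB targets. Among these, the authors' enrichment analysis gave smaller adjusted p-values for NRF1 (5.64e-10) and SP1 (1.76e-09). Both were also enriched among the lower genes, with ratios of 3.73 and 2.57, against 3.73 and 2.25 among the higher genes. The 6 lower genes with a p53 motif in that authors' deposited table were Etfb, Bscl2, Kdm4c, Pxk, Ap1g2 and Stard7. The recomputed ratios were -2.17 for Ap1g2, -2.12 for Bscl2, -1.95 for Stard7 and -1.83 for Kdm4c, but -0.25 for Etfb and -0.15 for Pxk. The last 2 were at -1.54 and -1.67 without C1. Without C7 Kdm4c was at -0.97 and Ap1g2 at -1.33, and Bscl2 was at -1.23 without A2. The paper proposes that NF-κB enforces a fate decision that is made upstream of it. Its grounds include pathways, and motifs of NF-κB and of its target transcription factors, among the genes higher in large cells. It also draws on measurements of single proteins in wild-type and cRel-deficient cells, on time-lapse tracking of cRel-deficient cells and on its model.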

Next, for immunofluorescence, we stained stimulated B cells for cRel, and measured average fluorescence as a function of cell area (FigF). We found that compared to a 0 h control, B cells were larger (63% of cells) and had higher cRel abundance (63% of cells) after 24 h of stimulation. Furthermore, 68% of large cells had upregulated cRel at 24 h. To confirm the specificity of our analysis, we showed that cRel-deficient B cells had no detectable cRel fluorescence at 24 h (Fig4G). Similarly to NF-κB cRel, approximately 50% of cells showed significantly increased levels of NF-κB RelA after 24 h, with approximately 56% of large cells showing increased NF-κB RelA abundance after 24 h of stimulation (Supplementary Fig S5A). Staining for Myc, a master transcriptional regulator of cell growth and known NF-κB target gene, we revealed that 57% of cells had upregulated Myc levels at 24 h compared to 0 h, and 62% of large cells had elevated Myc levels (Fig4H). Upon NF-κB cRel deletion, only 35% of cells had elevated Myc levels (Fig4I). Similarly, BcL_XL_, a known NF-κB cRel target gene and anti-apoptotic regulator, was found to be elevated primarily in large cells (Fig4J). Whereas BcL_XL_ was upregulated in 85% of large cells, only 8% of all large cells upregulated BcL_XL_ in the absence of cRel (Fig4K). Quantitative RT–PCR confirmed that BcL_XL_ was upregulated at the mRNA level and that NF-κB cRel contributes about two-third of the BcL_XL_ expression at 20 h (Supplementary Fig S5B).

Repeating the immunofluorescence analysis in the presence of 1 ng/ml rapamycin, a known mTORc1 inhibitor (Supplementary Fig S5C), we found the same fraction of cells had upregulated cRel abundance after 24 h of stimulation, though the fraction of large cells was reduced, suggesting that cRel upregulation is independent of mTORc1. Conversely, we tested the role of NF-κB cRel in regulating mTORc1 and found that the abundance of p-S6, an indicator of mTORc1 activity, by immunoblot was reduced by approximately a factor of 2 in NF-κB cRel-deficient B cells (Fig4K), though cell growth itself was not substantially diminished presumably due to compensatory mechanisms including NF-κB family members RelA and RelB. Our analysis supports a model in which NF-κB is a regulator of both cell survival and cell growth.

### Constructing a multi-scale model to predict B-cell population dynamics

The described analyses of CFSE time courses, time-lapse microscopy, and molecular studies led us to test whether B-cell population dynamics may be accounted for with a mathematical model of intra-cellular molecular networks that exist in cell-specific steady states due to biochemical variability. We implemented established ordinary differential equation (ODE) kinetic models of the NF-κB signaling system (Alves *et al*, 2014), apoptotic control network (Loriaux *et al*, 2013), and the cell cycle (Conradie *et al*, 2010) (Supplementary Fig S6A). Introducing sources of extrinsic variability, we found that variability in protein levels alone was sufficient to produce cell-to-cell variability in nuclear NF-κB concentration, cell-cycle duration, and lifetime typically observed (Supplementary Fig S6B). Importantly, the cell-cycle model with added sources of extrinsic noise produced relatively short cell-cycle durations of ∽10–20 h, similar to generation 1+ cells, but did not readily account for the generation 0 delay (Fig2). Further, we found that introducing extrinsic protein variability resulted in substantial cell growth variability.

Based on our molecular analysis, we constructed an integrated ODE model (FigA and Supplementary Methods) with NF-κB-controlled synthesis of BcL_XL_, a key regulator in the apoptosis module, as well as NF-κB-controlled synthesis of CycD, a key regulator in the cell-cycle module. Furthermore, in the cell-cycle module, growth is controlled by general machinery (GM), which represents the ribosomes and other cellular components that promote the accumulation of cell mass. Mass in turn promotes the growth of general machinery, creating a positive feedback loop that results in exponential growth and cellular progression through the cell cycle. However, since we observed B cells to delay growth prior to the first division (Fig2), we needed to model the control of general machinery (GM) in more detail. Hence, we incorporated NF-κB-controlled synthesis of Myc, a transcription factor that promotes cell growth, which is typically low in quiescent cells but a known NF-κB target gene. To obtain population dynamics, the integrated ODE model was incorporated into cellular agents (Fig5B), which kept track of their generation, age, and independent set of starting synthesis/degradation or total protein concentrations, which were drawn from normal or log-normal distributions, respectively. The models were solved until the agent died [defined as (cPARP) > 25,000 molecules/cell] or completed mitosis [(cdh1) > 0.2], at which point it was removed or replaced by two new daughter agents, respectively. We subjected daughter agents to extrinsic re-mixing noise to account for loss of correlation with successive generations. When training the model on our results from the wild-type condition, we retained the value of all published NF-κB, cell-cycle, and apoptosis parameters, leaving a set of free parameters specifying Bcl_XL_, CycD, and Myc transcript synthesis and degradation, as well as parameters controlling the growth and survival of cells (Supplementary Methods and Supplementary Table S9). Remarkably, we were able to recapitulate the observed population dynamics (Fig5C), the fraction of cells dividing or dying in each generation (Fig5D), as well as the growth trajectories of growing and non-growing cells in each generation (Fig 5E and F) by fitting just these free parameters from within biologically plausible ranges to a set of features (Supplementary Tables S9 and S10, and Supplementary Methods).

**Figure 5:**
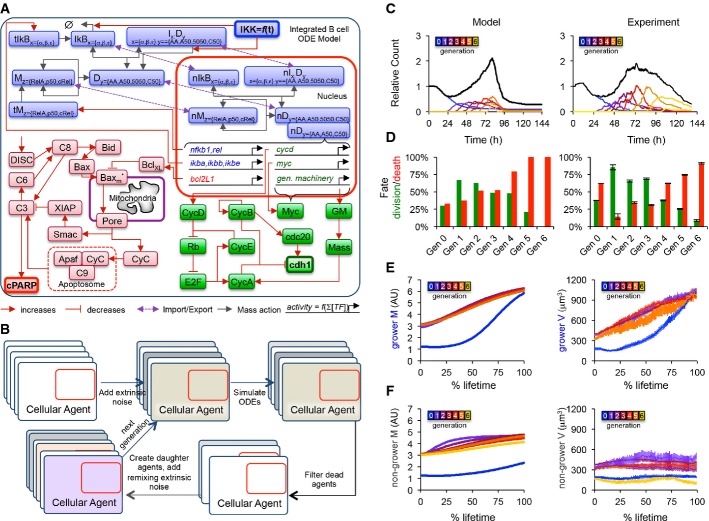
Multi-scale agent-based modeling of the B-cell response A Established ordinary differential equation models for NF-κB signaling (Alves *et al*, 2014), apoptosis (Loriaux & Hoffmann, 2012), and the cell cycle (Conradie *et al*, 2010) were implemented and combined into one integrated model. Blue, green, and red colors represent NF-κB, apoptosis, and cell-cycle modules, respectively, while bolded species represent active IKK (input), cleaved PARP (death readout), and cdh1 abundance (mitosis readout).

B Instances of the integrated model were incorporated into cellular agents, extrinsic noise was introduced to mimic cell-to-cell variability, and the agent-based model was solved one generation at a time, with division resulting in the creation of two new agents, and death resulting in the removal of the agent from the population.

C–F A comparison of agent-based modeling solutions to the time-lapse microscopy dataset is shown. Cell counts normalized to start count (C), fraction of cells dividing or dying in each generation (D), average size of growers in each generation as a function of % lifetime (E), and average size of non-growers in each generation as a function of % lifetime (F) are compared. Error bars represent SEM or 1/*n*.

### Model-enabled perturbation studies: NF-κB cRel enforces the execution of the cell fate decision by biasing a fate race of growing cells against death

We next asked whether the model could be used for studies of genetic or pharmacological perturbations. In particular, we examined the population behavior in B cells exposed to reduced stimulus concentrations in the absence of NF-κB cRel, or when treated with the cell growth inhibitor rapamycin (Fig6A). Model predictions were compared to time-lapse microscopy experiments in which the same conditions were applied. First, we simulated the low dose stimulation condition by allowing for a faster decay of the active IKK species (see Supplementary Table S9 and Supplementary Methods). The model predicted a dramatic decrease in the total B-cell population (FigB), resulting from a decrease in the fraction of cells that divide in generations 3+ (Fig6C); however, cell size trajectories (Supplementary Fig S7B and C) and fate timing (Supplementary Fig S7D–F) were unaffected. An equivalent analysis of subsequent time-lapse experiments confirmed these predictions (FigB–D, Supplementary Fig S7), although the model predicted a later peak in total cell counts (FigB, Supplementary Table S11). Next, we simulated cRel deficiency by setting the translation rate of the cRel protein to zero. The multi-scale model recapitulated a decreased population response (FigE) previously observed, but now showed that this is caused primarily by a reduction in the number of divisions (Fig6F). Model simulations suggest that cell growth is not cRel dependent since cRel-deficient cells had highly correlated growth trajectories (Supplementary Fig S7B and C). Furthermore, the model predicted that NF-κB cRel deficiency would not affect timing of the decision, division, or death processes (Supplementary Fig S7D–F), but that a higher percentage of growing cells would die (FigG). A side-by-side comparison with the results from experimental cell tracking of cRel-deficient cells confirmed these predictions (Supplementary Table S11). Finally, treatment with rapamycin, the inhibitor of mTOR, which results in defective cell growth and ribosome biosynthesis, as well as a decrease in cells that divide more than once (FigI), was recapitulated well by simply decreasing the global protein translation rate by 30% (Fig6A, H–J). Importantly, this also resulted in longer delays prior to division (*P *< 0.0014, Mann–Whitney *U*-test) and death (*P* < 0.0009, Mann–Whitney *U*-test) in time-lapse microscopy datasets (Supplementary Fig S7E and F purple lines); although the delay in division timing and in the start of growth (Tgro) was not as dramatic as predicted (Supplementary Fig S7D purple lines), it was still statistically significant (*P* < 1e-6, Mann–Whitney *U*-test). Interestingly, while the model accurately predicted that cell growth trajectories would not be affected, it overestimated the delay in cell-cycle duration and survival timing and incorrectly predicted a delayed time to grow (Supplementary Table S11).

**Figure 6:**
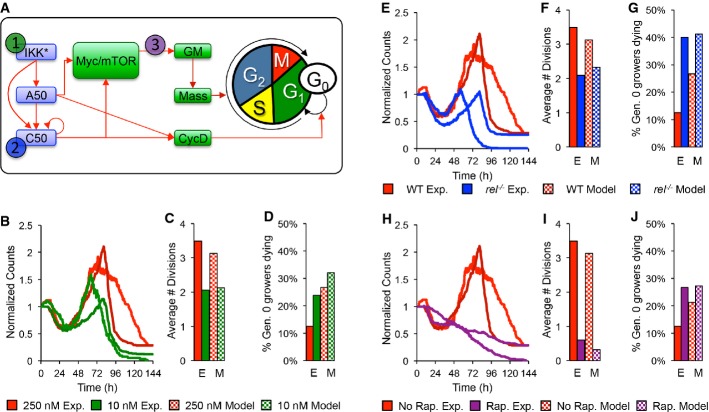
The multi-scale model predicts the effects of low stimulus, cRel knockout, and rapamycin treatment A After parameterizing the multi-scale model using results from wild-type B cells stimulated with 250 nM CpG (red), we predicted the effects of decreasing IKK duration (green), lack of NF-κB cRel (blue), and decreased protein synthesis (purple) *in silico* and compared the results to those from analogous time-lapse microscopy experiments where we stimulated with only 10 nM CpG, used cRel deficient cells, or pretreated with 1 ng/ml rapamycin.

B–J Side-by-side comparison of modeling and experimental results: total cell counts (B, E, H), average number of divisions (C, F, I), and fraction of growing progenitors that died (D, G, J).

The model predictions regarding cRel's role in protecting growing cells from apoptosis (Fig6G), prompted us to examine our experimental data further. We tabulated the observed probability that a dying cell had grown for the wild-type, cRel-deficient, low stimulus, and rapamycin-treated conditions (Fig7). The probability of observing dying ‘growers’ approximately tripled when cells lacked cRel (Fig7D compare to B), suggesting that growth and death were no longer mutually exclusive. The increased probability was still lower than the minimum probability expected for a complete loss of decision enforcement, calculated using observed distributions for the time to start growing, divide, and die (Fig7C). A lack of decision enforcement was not seen when a lower dose of the stimulus (Fig7E and F) or rapamycin drug treatment (Fig7G and H) was used, confirming NF-κB cRel's specific role. These studies suggest that the phenomenological cell fate decision is mediated at the molecular level by cRel, which biases a cell fate race in growing cells against cell death, rendering them pre-determined for division.

**Figure 7:**
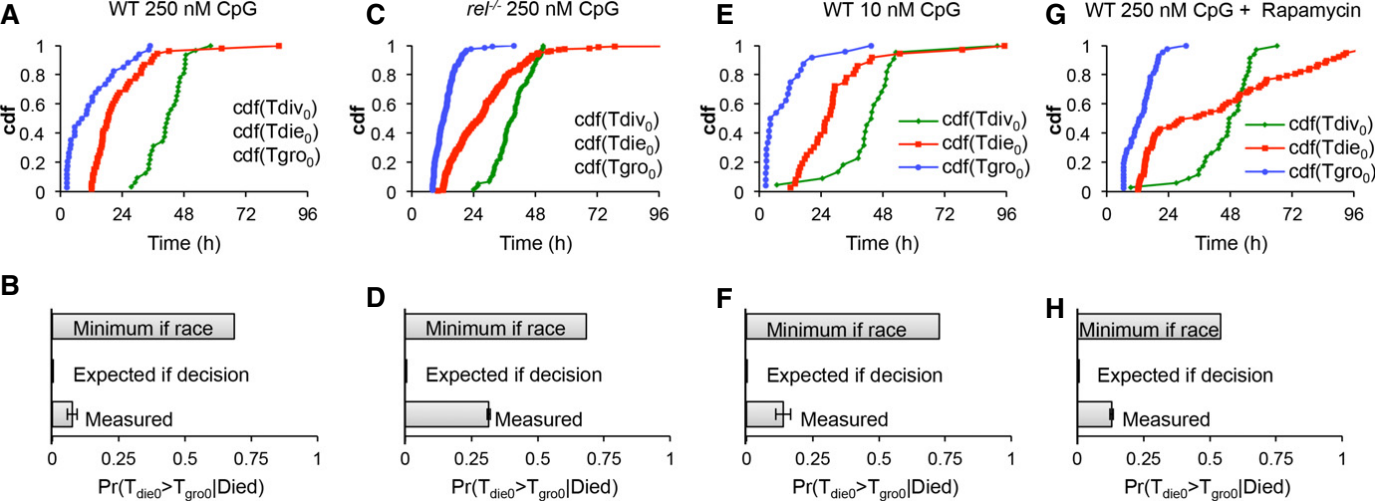
B-cell decision enforcement is NF-κB cRel dependent A–H Time-lapse microscopy images of wild-type B cells stimulated with 250 nM CpG (A, B), NF-κB cRel-deficient B cells stimulated with 250 nM CpG (C, D), wild-type cells stimulated with 10 nM CpG (E, F), and wild-type B cells stimulated with 250 nM CpG and pretreated with 1 ng/ml rapamycin for 1 h (G, H) were tracked. The observed cumulative distributions (A, C, E, G) for time to start growing (Tgro), time to divide (Tdiv), and time to die (Tdie) were used to estimate the minimum probability of observing grown cells that die in generation 0 assuming that division and death were occurring simultaneously (molecular race), and compared to the actual sampled probabilities for each condition (B, D, F, H).

### Extrinsic molecular network noise determines the magnitude of the population response

Utilizing the multi-scale model, we explored how the average and the variability of protein abundances within the molecular network may affect the population response. In this analysis, we distinguished between negative regulators of NF-κB signaling (the IκBs), the positive regulators (IKK and the NF-κB monomers RelA, p50, and cRel), or both, as well as apoptosis and cell-cycle regulators, or all proteins (Fig8A). Increased average abundance (Fig8B) was achieved by increasing the translation rate or the total protein abundance (if constant) by 10 or 50%, respectively, while increased protein variability (Fig8C) was achieved by doubling the coefficient of variation (CV) of the translation rate or total protein abundance (if constant). As expected, moderately increasing the average protein abundance resulted in dramatic changes to the population dynamics (Fig8D), as long as the positive regulators were among those affected (blue, purple, and gray conditions). Our analysis indicates that this is primarily caused by an increase in the number of division rounds that progenitors underwent (Fig8E), as well as due to typically shorter interdivision times (Fig8F). Meanwhile, increasing the expression of negative regulators of NF-κB (IκBs) decreased the population response (Fig8D), decreased propensity to divide (Fig8E), and resulted in typically longer cell-cycle duration (Fig8F). Furthermore, increasing the positive regulators alone and to a lesser extent the cell-cycle/apoptosis proteins resulted in an accumulation of non-dividing and surviving cells (Fig8G; blue, orange), while increasing negative regulators (IκBs) tended to decrease survival (Fig8G; red versus green, purple versus blue, gray versus orange).

**Figure 8:**
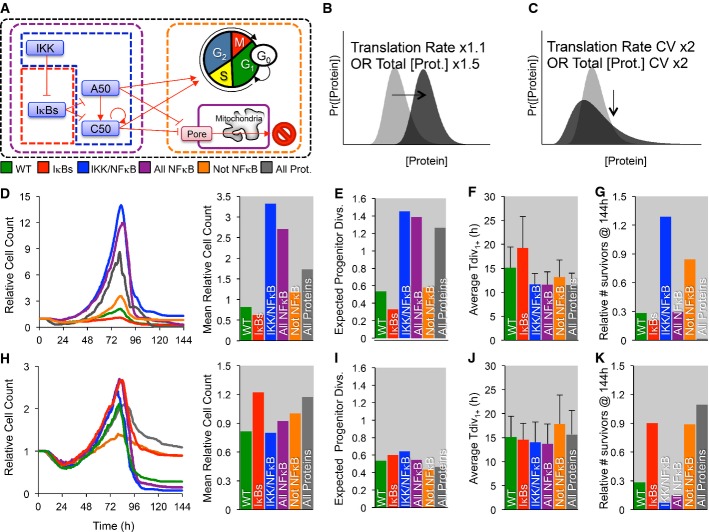
*In silico* increases in the coefficient of variability or average protein abundances differentially affect population dynamics A–K The cell-to-cell distribution of total IKK (green), NF-κB cRel/NF-κB p50 (blue), both NF-κB C,50 and total IKK (purple), non-NF-κB proteins (orange), or all proteins (gray) was varied (A). Specifically, the protein production (B, D–G) was increased (Total IKK mean ×1.5, cRel/p50 induction ×1.5, or protein production ×1.5), or the coefficient of variation (C, H–K) was doubled, and the population dynamics and maximum relative cell count (D, H), mean number of times a progenitor is expected to divide given the observed fraction of dividers in each generation (E, I), average generation 1,2,… division times (F, J), and the number of *in silico* cell surviving at the end of the simulation (G, K) were compared. Error bars = SD. No error bars are shown for D, E, G, H, I, and K as they represent one global feature for each simulation.

However, when manipulating the variability of expression only, we found that increased variability in negative regulators of NF-κB and non-NF-κB proteins resulted in increased cell counts over time, due to accumulation of non-dividing surviving cells (Fig8K; red, orange, gray). Increasing the CV of both the positive and negative regulators resulted in modest increases in the number of times a progenitor divided (Fig8I); however, doubling the CV of negative regulators also resulted in increased survival (Fig8K). Increased variability for apoptosis and cell-cycle proteins also resulted in higher survival (Fig8K; orange, gray); however, on average cells experienced fewer division rounds (Fig8I), resulting in broad population dynamics, indicating that cell-cycle regulation is sensitive to relatively large increases in protein variability (Fig8H). Thus, the multi-scale model enabled us to test the role that extrinsic variability plays in a module-specific manner, revealing that extrinsic noise in the expression of negative regulators of NF-κB can lead to hyper-proliferative phenotypes due in part to long-term cell survival, while positive regulators of NF-κB determine the number of divisions.

## Discussion

The complexity and inherent heterogeneity of the B-cell population response poses serious challenges to predicting modes of disease action and the potential efficacy of drugs. In this study, a combination of single-cell molecular assays, single-cell time-lapse microscopy, and population flow cytometry allowed us to construct a multi-scale model, in which the intra-cellular network of NF-κB signaling, cell-cycle, and apoptosis control accounts for the cell population dynamics in response to mitogen, which provides a framework for genetic and pharmacological perturbation studies that begin to link molecular scale perturbations to organ-level phenotypes and function.

### Agent-based multi-scale modeling of the B-cell immune response

Agent-based models (ABMs) explicitly describe autonomous entities within a system and provide a natural computational framework for modeling immune processes (recently reviewed in An *et al*, 2009; Narang *et al*, 2012). As such, ABMs have been successfully utilized to provide insights into the dynamics of the NF-κB signaling system (Pogson *et al*, 2006), wound healing (Walker *et al*, 2004), the multi-scale effects of acute inflammation (An, 2008), the implications of transgenerational epigenetic inheritance (Jiao *et al*, 2012), and the evolution of aging (Shokhirev & Johnson, 2014).

In the absence of an established framework for multi-scale B-cell modeling, we took a parsimonious approach toward model construction. Since the number of parameters typically scales nonlinearly with the size of the model, our strategy was to use previously established models and manually parameterize the connections between them based on experimental studies following genetic or pharmacological perturbations. While numerous regulators of B-cell signaling and proliferation have been identified, we focused here (for the purposes of this first version of a B-cell ABM) on the stimulus-responsive NF-κB signaling system as a key determinant of B-cell population dynamics (Pohl *et al*, 2002). Several important regulators are known NF-κB target genes (Duyao *et al*, 1990; Wang *et al*, 1996; Chen *et al*, 1999; Guttridge *et al*, 1999; Huang *et al*, 2001); however, how they function together to produce the observed population dynamics remained poorly understood. We took both an unbiased approach by sequencing the transcriptomes of small cells and growing cells, and a targeted approach via single-cell measurements of key proteins by immunofluorescence. 

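Rel, which encodes cRel, was on in the small cells A2 and C12 (adjusted counts 1081 and 732) and in none of the 4 large cells (log2 ratio -1.51). The omitted large cell C3 had an adjusted count of 1408 for Rel and 2755 for Relb. Rela was on in the large cells C1 and E3 (962 and 951) and in no small cell (2.14). The inhibitor gene Nfkbie was on in the large cells E1 and G2 (517 and 961) and in no small cell (1.78), and Cd86, a costimulatory ligand, in C1 and E3 (521 and 423) and in no small cell (1.47). Nfkb1 was on in the small cells F7 and A2 (1450 and 382) and in no large cell (-1.85). Ratios were -1.70 for the inhibitor Nfkbia, -1.63 for Bcl2l1, which encodes Bcl_XL_, -1.22 for Nfkb2, -0.26 for Relb and 0.17 for the cyclin Ccnd2. Single cells carried much of these values. Without A2 the ratios were -0.87 for Rel, -0.64 for Nfkbia, -0.66 for Bcl2l1, 0.48 for Relb and 1.17 for Ccnd2, and Ccnd2 was at -1.39 without E1, Nfkb1 at -0.73 without F7, Nfkb2 at -0.63 without H1 and Nfkbie at 0.97 without G2. With C3 kept, Rel was at -0.13 and the ratio of Relb was above 0, from an adjusted count of 2755 in C3.

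Of 21 detected components of the NF-κB pathway, Rela and Nfkbie were higher by score and none was lower, while 16 had ratios below 0 and the median was -0.69, at percentile 1.16 of random lists matched on expression. Of 32 detected NF-κB target genes of B cells, Nfkbie and Cd86 were higher and none was lower, 21 had ratios below 0, and the median was -0.85, below those of all 10000 random lists. The target Gadd45b, a stress response gene, had a ratio of -1.94 and a score of -0.4. Of the NF-κB target genes in the authors' deposited list, 124 were detected, 8 were higher, 2 were lower, and the median was -0.27 at percentile 0.15. The 8 higher genes were 6.45% of those detected, against 5.83% of all detected genes. The medians of components and targets were -0.38 and -0.38 with C3 kept, at percentiles 11.5 and 6.70, and -0.34 and -0.42 without A2, at percentiles 1.14 and 0.07, where the median of all detected genes was 0.53 against 0.02 with all 9 cells.

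**Figure D2:**
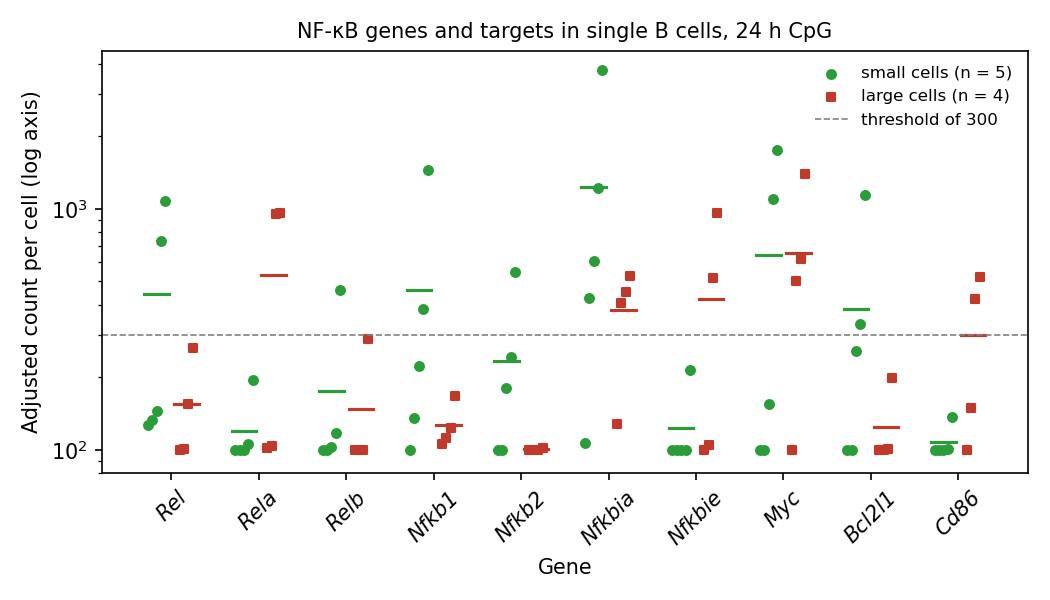
Adjusted counts (log y axis) of 10 NF-κB genes and targets (x axis) in 5 small cells (circles) and 4 large cells (squares), with short lines at the group means and a dashed line at 300. Rela, Nfkbie and Cd86 have points above the line in large cells alone, with C1 at 962 for Rela, and Rel, Nfkb1 and Bcl2l1 in small cells alone, with A2 at 1081 for Rel.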

While there was significant cell-to-cell transcriptome variability (Supplementary Table S2), there was a clear NF-κB signaling signature in large but not small cells (Fig4), indicating that the fate variability may originate upstream of the NF-κB system. Indeed, NF-κB cRel and RelA are upregulated after 24 h of stimulation in large but not small cells (Fig4F and Supplementary Fig S5A), causing the upregulation of the growth regulator Myc (Fig4H and I) and the anti-apoptotic regulator Bcl_XL_ (Fig4J and K) and the activity of the metabolic regulator mTORc1 (Fig4L). These studies quantified the connectivity of NF-κB with downstream effector functions, enabling us to parameterize the relative contributions of NF-κB cRel, RelA, and non-NF-κB transcriptional regulators toward the activation of these downstream effectors. This placed NF-κB in a position of biasing the fate of growing cells toward division over death.

In addition, we were also able to confirm that fate decisions and division and death times are correlated between sibling cells (Supplementary Fig S4), which is consistent with apparent cell-to-cell variability being due to differences in protein turnover processes (Gaudet *et al*, 2012; Flusberg *et al*, 2013) resulting in distributions of single-cell proteomes within a population. Such variability constitutes noise that is extrinsic to the molecular processes explicitly represented in the model, thus justifying an ordinary differential equation formulation with distributed initial states to model a population of B cells, akin to previous studies (Spencer & Sorger, 2011; Loriaux & Hoffmann, 2012).

The resulting simulations recapitulated major features of the cellular and population responses with an accuracy that was surprising given that the three models were connected with a minimum number of reactions (Supplementary Methods,Supplementary Table S9). In particular, the maximum relative cell count (FigC), the characteristic total population expansion and contraction curve (Fig5C), the number of divisions observed (Fig5C and D), the fraction of cells responding in each generation (Fig5D), and the average growth trajectories of growing (Fig5E) and non-growing (Fig5F) cells were captured by the model, among others (see Supplementary Tables S9 and S10). The model was then used to predict population dynamics following a number genetic and pharmacological perturbations that yielded a first set of biological insights.

### NF-κB cRel enforces a cell fate decision by protecting growing cells against death

Previous studies have described the B-cell response as a molecular race between division and death processes (Hawkins *et al*, 2007b; Duffy *et al*, 2012), while others have argued for an early decision process (Hyrien *et al*, 2010; Shokhirev & Hoffmann, 2013; Chakravorty *et al*, 2014). A decision model is consistent with the observation that a subset of generation 0 cells prepare for several rounds of rapid divisions by simultaneously deactivating quiescence (Yusuf & Fruman, 2003; Hawkins *et al*, 2009) and activating growth pathways such as Myc and mTOR (Grumont *et al*, 2002; Wang *et al*, 2011). In contrast, cell death is a default pathway as unstimulated B cells will undergo apoptosis *in vitro* (Supplementary Fig S8), though cell lifetime may be extended by expressing anti-apoptotic regulators as a consequence of signaling (recently reviewed in Renault & Chipuk, 2013).

To probe whether the division or death fate was a result of a fate race or a decision, we tracked B cells in long time course microscopy studies to characterize several key properties of the response. There is a pronounced but variable delay in growth initiation prior to the first division, while generation 1+ cells start growing immediately (FigD). Tracking cell size trajectories and their eventual fate allowed us to show that B cells that had entered the growth phase were protected from death (Fig3). Further, a mathematical model which assumed a race between division and death (Hawkins *et al*, 2007b), applied to flow cytometry data, could not account for the death time distribution observed in microscopy experiments (Supplementary Fig S3), even when early death (within the first 12 h), potentially caused by mechanical manipulation of cells, is filtered out (Supplementary Fig S1).

Using the multi-scale model, we explored NF-κB's role in determining B-cell population dynamics. As expected, *in silico* knockout of NF-κB cRel substantially reduced the population response (FigE), allowing for fewer divisions (Fig6F). This was due to a greater fraction of growing cells dying (Fig6G), but fate timing and growth trajectories were predicted to and remained largely unchanged (Supplementary Fig S7). Importantly, time-lapse microscopy experiments confirmed these model predictions (FigE–G, Supplementary Fig S7). Further, model simulations predicted and experimental studies confirmed that in the absence of cRel, cells that have entered the growth phase may not be committed to divide, but instead are prone to death (Fig7D). Thus, cRel's function may be described as enforcing a decision to divide, with the population response of cRel-deficient cells resembling that of a molecular race more closely than that of wild-type cells. Indeed, our work with cRel-deficient models and cells suggests that the fate decision at the cell biological scale may be described as a fate race that is highly biased against death by NF-κB cRel. Other NF-κB members such as RelA and RelB may contribute as well, and their combined function is likely critical for promoting entry into the growth phase also.

### The population response is sensitive to extrinsic noise in the signaling module

The present model version could be used to explore how molecular-level perturbations affect cell population dynamics (Fig8). It may not be surprising that increasing the abundance of negative regulators of NF-κB diminished the population response; however, the sensitivity to small increases in the positive regulators was striking (Fig8D), affirming the strategy for searching for cancer-causing mutations that alter NF-κB control (Staudt, 2010). We also found an increased population response (Fig8H) due to enhanced survival (Fig8K) if instead the variability but not the average of protein abundances was increased in the model. Our data suggest that deregulation (i.e., increased variability) of negative regulators was particularly important (Fig8H–K). Increased cell-to-cell variability of cell-cycle and apoptosis proteins resulted in accumulation of long-lived cells, decreasing the fraction of dividing cells in each generation (Fig8I) and increasing the length of the cell cycle (Fig8J). Our analysis points to the importance of quantitative data at the single-cell level (e.g., the distributions of protein abundances, even when average measurements remain unaltered) in the diagnosis and prognosis of disease using single-cell technologies (Chattopadhyay *et al*, 2014; Macaulay & Voet, 2014).

In sum, the multi-scale model we present here is a first attempt at connecting molecular networks to B-cell population dynamics and demonstrates that much of the population behavior, including the observed biasing of cell fate, emerges when NF-κB is allowed to affect mammalian models for cell cycling and apoptosis. This model enables *in silico* molecular perturbation studies, allows the testing of many molecular factors and mechanisms simultaneously, and can serve as a framework for refinement within the iterative Systems Biology approach.

## Materials and Methods

### B-cell purification and incubation

Primary splenocytes were isolated from 6- to 8-week-old mice, and naïve B cells purified using magnetic bead separation (Miltenyi Biotec) and stimulated with 250 nM, or 10 nM CpG ODN 1668 (Invivogen). mTORc1 inhibition was achieved by 1 h pretreatment of 1 ng/ml rapamycin (Sigma) prior to addition of stimulus. B cells were grown in fresh media with 1% penicillin streptomycin solution (Mediatech Inc.), 5 mM L-glutamine (Mediatech Inc.), 25 mM HEPES buffer (Mediatech Inc.), 10% FCS, and 55 µM 2-ME (Fisher Scientific) at a concentration of 5 × 10^4^ cells/ml in 48 well plates, or 1,536 flat-bottom tissue-culture plates at 37°C for a period of 1–6 days.

### Time-lapse microscopy

Purified naïve B cells were grown in 1,536 flat-bottom tissue-culture-treated microwells (Greiner Bio-One). Images were acquired on an Axio Observer Z1 inverted microscope (Carl Zeiss Microscopy GmbH, Germany) with a 10×, 0.3 NA air immersion objective to a Coolsnap HQ2 CCDcamera (Photometrics, Canada) using ZEN imaging software (Carl Zeiss Microscopy GmbH). Environmental conditions were maintained at 37°C, 10% CO_2_ with a heated enclosure, and CO_2_ controller (Pecon, Germany). Phase-contrast images were taken every minute for 6 days.

### Cell tracking

A semi-automated computational approach was used to track B cells in phase-contrast images. First, image intensities were normalized to maximize contrast. Next, edges were identified using a Sobel transformation and global thresholding. Cells were identified using a customized Hough transformation assuming cells were approximately circular. Next, approximate linear paths were manually drawn for each cell until the cell was observed to divide, die, or leave the field of view (also manually annotated to ensure accuracy). Cells entering the field of view after 24 h of stimulation (i.e., potentially after the first division) and debris were tracked but removed from the subsequent analysis. After all paths were drawn, all cell boundaries were optimized simultaneously from frame to frame. During automatic optimization, cells were modeled as deformable two-dimensional polygons with forces acting upon each vertex that ensured the polygons did not grow/shrink too quickly, did not overlap other polygons, were attracted to edges in the image, and were attracted to their respective manually curated path. The relative magnitudes of the forces were manually calibrated to ensure appropriate behavior. Cell size trajectories were fitted using a piecewise function consisting of a linear no-growth period, followed by exponential growth: 
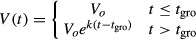

The quality of individual cell tracks were assessed by calculating RMSD from *V*(*t*), and the *t*_gro_ value was assumed to be the fitted inflection point in this function (i.e., when cells were predicted to start exponential growth). Growing cells were defined as having an average ending volume at least 350 μm^3^ above the average starting volume, or if the final volume was at least 800 μm^3^. Cells that grew but then decreased in size or that did not meet any of these conditions were labeled as non-growing. The Java platform-independent executable for tracking cells is included as Supplementary File S1. Tracked videos of WT 250 nM CpG, WT 10 nM CpG, NF-κB cRel deficient 250 nM CpG, and WT 250 nM CpG + Rapamycin treatment B cells are provided as Supplementary Files S2, S3, S4, and S5, respectively.

### Calculating the expected probability that a dying cell would have started growing

For a detailed methodology and notes, please see Supplementary Methods. In short, if division and death are parallel biological processes running within a cell, it is possible to calculate the lower bound on the expected fraction of progenitor cells that would start growing and then die if the time to die is typically earlier than the time to division. We predict this lower bound from the observed distributions for the time to decide to grow (Tgro_0_), time to die (Tdie_0_), time to divide (Tdiv_0_), and the observed fraction of dividing cells in generation 0, and then compare the predicted lower bound to the actual observed fraction of growing cells that die.

### Single-cell RNAseq

Stimulated wild-type B cells were collected at 24 h post-stimulation and concentrated to 5 × 10^5^ cells per ml. Cells were loaded onto a 10–17 µM primed C_1_ single-cell auto prep array IFC (Fluidigm), and phase-contrast images were taken of all viable cells as determined by the Live/Dead® Viability/Cytotoxicity Kit (Invitrogen). ERCC RNA spikein controls (Life Technologies) were added to the lysis mix at a 1:200 dilution. Tube controls (bulk cell positive control and no cell negative control) were also prepared according to the Fluidigm protocol. Lysis, reverse transcription, and PCR were performed using the SMARTer Ultra Low RNA Kit (CloneTech) and Advantage® 2 PCR Kit (CloneTech) on individual cells using the C_1_ Single-Cell Auto Prep System (Fluidigm). Cell size was manually determined from images using ImageJ software. Sample libraries for the five smallest and five largest cells along with the controls were prepared using the Nextera XT DNA Sample Preparation (Illumina), and library quality was assayed using the Quant-iT PicoGreen dye (Life Technologies) quantification on a Qubit® 2.0 Fluorometer (Life Technologies) and by gel electrophoresis. Libraries were sequenced by the UCLA Broad Stem Cell Research Center High Throughput Sequencing Core on Illumina HiSeq 2000 sequencers according to manufacturer recommendations. Reads were aligned to the ENSEMBL NCBI m37 genome (Church *et al*, 2009) using rna-STAR (Dobin *et al*, 2013). To compute spike-in concentrations for normalization purposes, the 23 most abundant RNA spike-in concentrations (at least one read in all samples) were compared to the expected concentrations in log-log space, and the y-intercept in log-space was used to compute normalized spike-in concentrations for each sample, [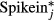]. The normalized expression of gene *i*, in sample *j*, was then computed as: 
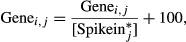

A constant count of 100 was added because spike-ins with counts < 100 were variable across samples. To assess the overall quality of each cell, we correlated their genome wide transcript rpkm values to the average across all cells as well as to the positive tube control. We found that one large cell had significantly lower correlation, so we omitted it from further analysis. To determine whether a particular gene was upregulated in big cells, we computed an expression score: 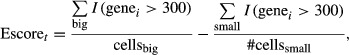

where *I*(gene_*i*_ > 300) is 1 if gene i has above 300 read count in a particular sample. A gene with an expression score ≥ 0.5 was considered upregulated in big cells, while a gene with an expression score ≤ −0.5 was considered downregulated in big cells. These sets of upregulated and downregulated genes were analyzed for pathway enrichment and transcription factor motif enrichment using WebGestalt (Wang *et al*, 2013). Significant transcription factors were further filtered to remove non-NF-κB downstream targets as defined in Supplementary Table S1. The single-cell RNA seq feature counts and analysis are included as a Microsoft Excel file (Supplementary File S6).

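Among the genes with a score of at least 0.5, those on in 2 of 4 large cells and no small cell, such as Rela, were the most frequent combination with 207 genes (55.2%). A further 117 genes, such as Pold2, were on in 3 large cells and 1 small cell, 19, such as Exoc1, in 3 large cells and no small cell, and 32 in all 4 large cells and at most 2 small cells. In 2 genes, Bid among them, all 4 large cells and no small cell were on. Among the genes with a score of at most -0.5, 54, such as Rgs1, were on in 3 small cells and no large cell and 11, such as Mxd4, in 4 small cells and no large cell. A further 34, such as Btg2, were on in 4 small cells and 1 large cell, and 22 in all 5 small cells and at most 2 large cells. The mirror of the most frequent combination, 2 small cells and no large cell, gives a score of -0.4, and the 333 genes there, such as Rel and Nfkb1, are in neither set. Of the higher genes, 314 were on in C1, 289 in E1, 275 in E3 and 72 in G2. Of the lower genes, 112 were on in A2.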

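Bid, Rela and the other genes that scored at least 0.5 from the deposited counts and factors were the same 375 genes as in the authors' deposited list of genes higher in big cells. Rgs1, Mxd4 and the other lower genes were likewise the same 121. The deposited score of each of the 37991 genes equalled the recomputed score with the opposite sign, within a tolerance of 1e-06. Bid, on in large cells alone, therefore carries a recomputed score of 1 and a negative deposited score. Of the genes in the table, 13107 had a read in at least 1 of the 9 cells. A total of 175 genes were on in all 9 cells, Trp53 among them, and 2243 were on in exactly 1 cell.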

### Immunofluorescence

1 × 10^6^ cells were collected after 24 h incubation at 37°C and 5% CO_2_, washed with cold 1 × PBS, resuspended in Annexin binding buffer containing 10 µl Annexin-V conjugated to AlexaFluor350 (Life Technologies), stained for 1 h at 25°C, fixed with 4% para-formaldehyde (Electron Microscopy Sciences) for 15 min, washed with 1 × PBS, and incubated in cold blocking buffer (1 × PBS, 5% normal goat serum, 0.4% Triton™X-100, 0.02% SDS), washed with IF buffer, counted, and then incubated at 4°C overnight in IF buffer containing 1:100 primary antibody such that cell densities and antibody concentrations were normalized across all conditions. After incubation with primary antibody, cells were washed 3 × 5 min with IF buffer and incubated in IF buffer containing 1:1,000 secondary antibody for 1 h, washed with IF buffer (3 × 5 min), plated into μ-slide 8-well plates (ibidi), and visualized using on an Axio Observer Z1 inverted microscope (Carl Zeiss Microscopy GmbH) with a 20×, 0.3 NA air immersion objective, acquired to a Coolsnap HQ2 CCD camera (Photometrics) using ZEN imaging software (Carl Zeiss Microscopy GmbH). Cells in images were manually identified in phase contrast (circular shape), and average fluorescence values were recorded after local background subtraction. Fluorescence from debris was manually excluded from calculations. Cell viability prior to fixation was confirmed with Annexin-V staining in the blue channel. Antibodies used for NF-κB RelA (Rabbit anti-p65, sc-372), cRel (anti-mouse cRel conjugated to PE, #12-6111-80), Myc (Rabbit anti-cMyc, ab32072), and Bcl_XL_ (Rabbit anti-Bcl_XL_, ab2568) were obtained from SantaCruz Biotechnology, eBioScience, AbCam, and AbCam, respectively. Goat anti-rabbit-conjugated secondary antibodies were obtained from Life Technologies (A-11001). To quantify changes in expression, we found significance thresholds for cell size and average cell fluorescence for the indicated protein after 24 h as compared to the 0 h control. Percentages (FigH–K, and Supplementary Fig S5A and C) show the fraction of cells from the 24 h time point occupying each quadrant. Significant cell size was defined to be > 100 pixels manually, while significant abundance was defined as a value that is greater than or equal to the 95th percentile abundance from the 0 h datasets. All immunofluorescence images and the custom Java software used to analyze the images are provided as a zipped file (Supplementary File S7).

### CFSE flow cytometry and FlowMax analysis

Cells were removed from media, stained with 10 ng/ml propidium iodide, and measured using an Accuri C6 Flow Cytometer (Accuri Inc.) over a 6-day time course. CFSE histograms were constructed after software compensation for fluorescence spillover and manual gating on viable (PI-negative) B cells using FlowMax software. All measurements were performed in duplicate (B cells from the same spleen were cultured in separate wells, two wells per time point to ensure that each time course represented a single population of cells subject to only experimental variability). The FlowMax computational tool (Shokhirev & Hoffmann, 2013) was used to construct 1D log-transformed CFSE histograms of viable cells. After specifying the fluorescence of the undivided peak manually for each time point, maximum-likelihood fcyton model parameter ranges were determined by filtering, and clustering 1,000 best-fit solutions and their corresponding sensitivity ranges. The top solution cluster was plotted by randomly sampling parameters from within the maximum-likelihood parameter ranges. To account for potential censorship of the fraction of dividing cells or division and death time distributions when both division and death processes were active simultaneously (i.e., cyton model), Monte Carlo sampling of cell populations was used to approximate population model parameters directly.

### Western blot analysis

Whole-cell lysates were prepared using RIPA buffer lysis of B cells. The resulting lysates were resolved on a 10% SDS–PAGE and proteins detected using the Bio-Rad ChemiDoc XRS System and SuperSignal west femto substrate (Thermo Scientific). Antibodies used to identify the protein of interest are as follows: S6 Ribosomal Protein (Cell signaling #2217) and α-tubulin (Santa Cruz sc-5286). Quantification was performed using ImageJ software using the 0 h protein levels for normalization.

### RT–PCR

RNA extraction was performed using RNAeasy Mini Kit (Qiagen). cDNA synthesis of purified RNA was done with iScript cDNA Synthesis kit (Bio-Rad). Quantitative RT–PCR was performed with SYBR Green PCR Master Mix reagent (Stratagene) and Eppendorf Mastercycler realplex system using the Δ(Δ*C*_t_) method with β-actin as normalization control.

### Multi-scale agent-based modeling

Ordinary differential equation models of the cell-cycle (Conradie *et al*, 2010), apoptosis (Loriaux & Hoffmann, 2012), and NF-κB signaling (Alves *et al*, 2014) were implemented in Matlab (Mathworks), using the ode15s solver for stiff problems. Please refer to the Supplementary Methods for the list of model reactants, reactions, constants, and free parameters, as well as the fitting methodology and parameter sensitivities. The modules were connected by imposing cooperative Hill activation of the CyclinD, Myc, and Bcl_XL_ promoters. For simplicity, we also assumed that the growth of general cellular machinery, the model species representing catabolism and protein synthesis in the cell, was dependent on the current mass, and the concentration of Myc. The integrated model consisting of the three modules constituted one cellular agent and was solved independently in a generation-by-generation fashion until the simulation time limit was reached, the cell divided ([cdh20] > 0.2), or the cell died ([cPARP] ≥ 25,000 molecules/cell). Upon division, two new copies of the model were generated with half the mass and general machinery (we assumed that the concentration of all other species was unchanged). We assumed a normally distributed variability in the partitioning of the mass (the mass and general machinery were multiplied by a constant *r*_*a*_ or *r*_*b*_ such that *r*_*a*_ ∽ *N*(1.0, CV_partition_), and *r*_*b*_ = 1 – *r*_*a*_, where CV_partition_ is a the coefficient of variability of daughters measured from wild-type microscopy experiments. In addition, to mimic protein concentration remixing which leads to the loss of correlation with subsequent divisions, we generated independent log-normally distributed (if not modeling synthesis and degradation) or normally distributed protein synthesis and degradation reaction rates as well as log-normally distributed total IKK concentrations and set the daughter values to the average of the newly generated value and the value inherited from the mother. This ensured that the daughter cells had correlated protein dynamics, but that the correlation decreased with each generation (Hawkins *et al*, 2009). At the time of division, species in the nucleus (i.e., NF-κBs/IκBs) were redistributed evenly among the nucleus and cytoplasm to mimic nuclear envelope breakdown and reformation. Models that ended in death were removed from the pool of running models. Multi-scale models, which consisted of many such cellular agents, were initialized at generation 0 to contain *n* = 250 independent integrated models. To model cell-to-cell protein abundance variability, we initialized each model with initial protein concentrations sampled from lognormal distributions if the total protein concentration was fixed, or with normally distributed protein synthesis and degradation rates if the protein had explicit synthesis and degradation reactions defined. In addition, the total amount of IKK, the upstream signal responsible for NF-κB activation, was also assumed to be log-normally distributed. Finally, the initial mass and general machinery of cells was normally distributed as determined by microscopy. After an initial equilibration phase (at least 24 h) with only basal IKK signaling to NF-κB and no death signaling, a quiescent steady state was achieved as defined by lack of cell-cycle progression and model species stabilization. After equilibration, all models were solved independently for each generation until the simulation time was elapsed (144 h). The full set of model constants, reactions, fluxes, species, parameterizations, parameter sensitivity, fitting procedure, and model construction methods are described in the supplementary tables, and the model construction details and fitting routines are described in Supplementary Methods. The full model code is provided as a collection of zipped MATLAB files (Supplementary File S8).

### Predicting the role of extrinsic abundance noise for specific sets of proteins

We used the multi-scale model to predict the effect of increasing the variability or mean protein levels in specific modules. To do this, we grouped proteins in the model into functionally distinct sets: the negative regulators of activation (IκBs), the positive regulators of activation (IKK and the NF-κB monomers), and all other proteins (cell-cycle and apoptosis). Then, we tested the effect of increasing the average abundance of the proteins in these functional sets by increasing the translation rate of the proteins (IκBs, NF-κBs, cell-cycle/apoptosis proteins) by 10%, or increasing the total concentration by 50% (for proteins which are assumed to be constant in the model such as IKK and some cell-cycle proteins). We also tested the effect of increasing the extrinsic noise of these protein sets by increasing the CV associated with the cell-to-cell protein variability in the synthesis/degradation rates (assumed to be drawn from a normal distribution with mean centered on the initial parameter value) or the total protein abundance (assumed to be log-normally distributed with mean equal to the initial starting concentration). We then quantified the mean relative population count throughout the simulation, the expected number of divisions that progenitors underwent, a summary statistic for the fractions of cells dividing in each generation (fs), the average interdivision time for generation 1+ cells (a measure of cell-cycle speed), and the relative number of cells remaining at the end of the simulation (accumulation of surviving non-dividing cells).

### Data availability

Supplementary files, parameter tables, movies of tracked cells, code, raw images from time-lapse microscopy, and CFSE flow cytometry datasets (FCS3.0 files) are available for download at http://www.signalingsystems.ucla.edu/max/. Model parameters are also available as Supplementary Dataset S1. Single-cell RNA sequencing datasets are available from GEO: GSE64156 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64156).

## Supporting Information

Supplementary Legends

Review Process File

# Supplementary material for: A multi-scale approach reveals that NF-κB cRel enforces a B-cell decision to divide
**Source:** Mol Syst Biol. 2015 Feb 13;11(2):783. doi: 10.15252/msb.20145554
**Supplement:** Supplementary file 9

**Supplementary Tables**

Maxim N. Shokhirev, Jonathan Almaden, Jeremy Davis-Turak, Harry A. Birnbaum, Theresa M. Russell, Jesse A.D. Vargas, Alexander Hoffmann. **“A multi-scale approach reveals that NFκB cRel enforces a B-cell decision to divide**.”

Table of Contents

[*Table S1. Correlations between cell transcriptomes. 2*](#_Toc402119869)

[*Table S2. NFκB target genes that are transcriptional regulators. 3*](#_Toc402119870)

[*Table S3. Integrated B-cell model species. 4*](#_Toc402119871)

[*Table S4. Integrated B-cell model rate constants. 5*](#_Toc402119872)

[*Table S5. Integrated B-cell model flux reactions. 15*](#_Toc402119873)

[*Table S6. Integrated B-cell model reactions. 19*](#_Toc402119874)

[*Table S7. Other simulation parameters 22*](#_Toc402119875)

[*Table S8. List of constants in new model reactions 23*](#_Toc402119876)

[*Table S9. Parameterization of free parameters and sensitivity analysis 24*](#_Toc402119877)

[*Table S10. Population response features being fitted during model parameterization 25*](#_Toc402119878)

[*Table S11. Evaluating model fitting to experimental WT, cRel KO, low CpG, and Rapamycin treated datasets. 26*](#_Toc402119879)

[*References 27*](#_Toc402119880)

# Table S1. Correlations between cell transcriptomes.

|  | Small 1 | Small 2 | Small 3 | Small 4 | Small 5 | Large 1 | Large 2 | Large 3 | Large 4 | Large 5 | Neg. | Bulk + |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Small 1 | 1.00 | 0.77 | 0.58 | 0.63 | 0.63 | 0.65 | 0.40 | 0.65 | 0.67 | 0.59 | 0.27 | 0.61 |
| Small 2 | 0.77 | 1.00 | 0.70 | 0.64 | 0.65 | 0.65 | 0.45 | 0.71 | 0.70 | 0.66 | 0.33 | 0.65 |
| Small 3 | 0.58 | 0.70 | 1.00 | 0.59 | 0.73 | 0.67 | 0.49 | 0.63 | 0.72 | 0.74 | 0.34 | 0.62 |
| Small 4 | 0.63 | 0.64 | 0.59 | 1.00 | 0.73 | 0.83 | 0.45 | 0.81 | 0.79 | 0.61 | 0.41 | 0.82 |
| Small 5 | 0.63 | 0.65 | 0.73 | 0.73 | 1.00 | 0.82 | 0.49 | 0.76 | 0.87 | 0.77 | 0.39 | 0.73 |
| Large 1 | 0.65 | 0.65 | 0.67 | 0.83 | 0.82 | 1.00 | 0.46 | 0.82 | 0.84 | 0.66 | 0.37 | 0.81 |
| Large 2 | 0.40 | 0.45 | 0.49 | 0.45 | 0.49 | 0.46 | 1.00 | 0.44 | 0.51 | 0.51 | 0.30 | 0.44 |
| Large 3 | 0.65 | 0.71 | 0.63 | 0.81 | 0.76 | 0.82 | 0.44 | 1.00 | 0.83 | 0.62 | 0.40 | 0.80 |
| Large 4 | 0.67 | 0.70 | 0.72 | 0.79 | 0.87 | 0.84 | 0.51 | 0.83 | 1.00 | 0.71 | 0.43 | 0.75 |
| Large 5 | 0.59 | 0.66 | 0.74 | 0.61 | 0.77 | 0.66 | 0.51 | 0.62 | 0.71 | 1.00 | 0.35 | 0.64 |
| Negative | 0.27 | 0.33 | 0.34 | 0.41 | 0.39 | 0.37 | 0.30 | 0.40 | 0.43 | 0.35 | 1.00 | 0.37 |
| Bulk + | 0.61 | 0.65 | 0.62 | 0.82 | 0.73 | 0.81 | 0.44 | 0.80 | 0.75 | 0.64 | 0.37 | 1.00 |

Transcriptomes of five large and five small cells were sequenced and aligned to the mouse genome. Gene counts were normalized to RNA spike in pseudo-counts and a constant positive count of 100 was added to all genes to represent experimental sensitivity as seen in the variability in spikein counts between samples (see methods). Colors represent degree of correlation (Pearson’s r). The second large cell was removed from further analysis due to poor correlation with all other cells (similar to negative).

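C3, the second large cell, had few or no reads of several B cell genes. Cd79a, H2-Ab1 and the class II gene H2-Eb1 had 0 counts in C3, and Ms4a1, which encodes CD20, had 1, where the other 9 cells had 302 to 28241. Cd74 and Cd79b had 2499 and 731 counts in C3, where the lowest other cells had 4770 and 2670. The absence was not limited to B cell genes. The housekeeping gene Gapdh also had 0 counts in C3, as against 1325 to 11347 in the other 9 cells. Actb had 120170 in C3 and 64819 to 197141 in the others. The light chain gene Igkc had 0 counts in C3, as against 2 in E1 and 4748 to 122316 in the 8 other cells, and the heavy chain gene Ighm had 12960. Genes of a list of B cell markers made up 0.392% of the counts in C3 (exact binomial 95% interval 0.386 to 0.398) and 1.76 to 6.23% in the other cells. Pearson correlations of adjusted counts over genes, which are not independent replicates, were 0.396 to 0.507 between C3 and the other cells and 0.577 to 0.874 among the 9 other cells. The negative control gave 0.271 to 0.433 with the 10 cells. The mean r with the other cells was 0.465 for C3 and 0.618 to 0.738 for the others. These values are on the linear scale, on which all 66 pairs of Table S1 were met within 0.005, with a largest difference of 0.00496. C3 was nearer to the other cells on other scales, with a mean r of 0.391 on log10 values and a mean Spearman's rho of 0.46597, where the lowest other cells were G2 at 0.476 and C7 at 0.4998. Within the 9 cells the median r was 0.642 between small cells, 0.766 between large cells and 0.707 between a small and a large cell.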

# Table S2. NFκB target genes that are transcriptional regulators.

| **Name** | **Description** | **Name** | **Description** |
| --- | --- | --- | --- |
| Androgen receptor | Hormone receptor | IRF-2 | Interferon regulatory factor-2 |
| Bcl-3 | Coactivator for NF-kB p50 and p52 | IRF-4 | Interferon regulatory factor-4 |
| BMI-1 | Polycomb chromatin modifier | IRF-7 | Interferon regulatory factor -7 |
| CDX1 | Homeobox protein | junB | Proto-oncogene |
| c-fos | Proto-oncogene | Lef1 | Transcription factor in Wnt/b-catenin pathway |
| c-myb | Proto-oncogene | LZIP | Leukocyte cell mobility |
| c-myc | Proto-oncogene | NLRP2 | NF-kB pathway inhibitor |
| c-rel | Proto-oncogene | NURR1 | Nuclear orphan receptor |
| C/EBPdelta | Transcription factor | Osterix | Bone transcription factor |
| DC-SCRIPT | Dendritic cell zinc finger protein | p53 | TF, Tumor suppressor |
| Dmp1 | Myb-like transcription factor | Progesterone receptor | Transcription factor |
| E2F3a | Cell cycle regulator | PU.1 | Transcription factor |
| Elf3 | Ets family transcription factor | relb | Transcription factor |
| ELYS | Embryonic large molecule derived from yolk sac | Snail | Transcription factor |
| Egr-1 | Mitogen-induced early response gene; zinc finger | Sox9 | Transcription factor |
| ETR101 | TPA-inducible, Jun-like transcription factor | Stat5a | Transcription factor |
| Gata-3 | T-cell differentiation Factor | Tfec | Transcription factor |
| Glucocorticoid receptor | Promoter 1B of the GR | Twist | Transcription repressor |
| HIF-1alpha | Hypoxia-inducible factor | WT1 | Zinc finger transcription factor |
| HOXA9 | Homeobox protein | YY1 | Transcription factor |
| IRF-1 | Interferon regulatory factor-1 |  |  |

A list was adapted from ([Gilmore, 2014](#_ENREF_5)). Transcription factors with motifs upregulated in large (red) or small (green) cells have been highlighted.

# Table S3. Integrated B-cell model species.

| # | **Species** | **x_0_** | **#** | **Species** | **x_0_** | **#** | **Species** | **x_0_** | **#** | **Species** | **x_0_** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **1** | tIkBa | 0 | **37** | IkBbA50n | 0 | **73** | pC3 | 10000 | **109** | CytoC | 0 |
| **2** | IkBa | 0 | **38** | IkBeA50 | 0 | **74** | C8-pC3 | 0 | **110** | Apaf | 100000 |
| **3** | IkBan | 0 | **39** | IkBeA50n | 0 | **75** | C3 | 0 | **111** | Apaf-CytoC | 0 |
| **4** | tIkBb | 0 | **40** | IkBdA50 | 0 | **76** | pC6 | 10000 | **112** | act_Apaf | 0 |
| **5** | IkBb | 0 | **41** | IkBdA50n | 0 | **77** | C3-pC6 | 0 | **113** | pC9 | 100000 |
| **6** | IkBbn | 0 | **42** | 5050 | 0 | **78** | C6 | 0 | **114** | Apop | 0 |
| **7** | tIkBe | 0 | **43** | 5050n | 0 | **79** | C6-pC8 | 0 | **115** | Apop-pC3 | 0 |
| **8** | IkBe | 0 | **44** | IkBa5050 | 0 | **80** | XIAP | 100000 | **116** | cSmac | 0 |
| **9** | IkBen | 0 | **45** | IkBa5050n | 0 | **81** | XIAP-C3 | 0 | **117** | Apop-XIAP | 0 |
| **10** | tIkBd | 0 | **46** | IkBb5050 | 0 | **82** | PARP | 1000000 | **118** | cSmac-XIAP | 0 |
| **11** | IkBd | 0 | **47** | IkBb5050n | 0 | **83** | C3-PARP | 0 | **119** | C3_Ub | 0 |
| **12** | IkBdn | 0 | **48** | IkBe5050 | 0 | **84** | CPARP | 0 | **120** | CycA | 0.014254 |
| **13** | tRelA | 0 | **49** | IkBe5050n | 0 | **85** | Bid | 60000 | **121** | CycB | 2.228995 |
| **14** | RelA | 0 | **50** | IkBd5050 | 0 | **86** | C8-Bid | 0 | **122** | CycD | 0.411217 |
| **15** | RelAn | 0 | **51** | IkBd5050n | 0 | **87** | tBid | 0 | **123** | CycE | 0.170235 |
| **16** | tP50 | 0 | **52** | C50 | 0 | **88** | Mcl1 | 20000 | **124** | tCycD | 0 |
| **17** | P50 | 0 | **53** | C50n | 0 | **89** | Mcl1-tBid | 0 | **125** | tBclXL | 1000 |
| **18** | P50n | 0 | **54** | IkBaC50 | 0 | **90** | Bax | 80000 | **126** | Cdh1 | 1 |
| **19** | tcRel | 0 | **55** | IkBaC50n | 0 | **91** | tBid-Bax | 0 | **127** | CA | 0.001343 |
| **20** | cRel | 0 | **56** | IkBbC50 | 0 | **92** | act_Bax | 0 | **128** | CD | 0.039049 |
| **21** | cReln | 0 | **57** | IkBbC50n | 0 | **93** | Baxm | 0 | **129** | CDc20 | 0.610581 |
| **22** | AA | 0 | **58** | IkBeC50 | 0 | **94** | BclXL | 30000 | **130** | CDc20T | 2.967532 |
| **23** | AAn | 0 | **59** | IkBeC50n | 0 | **95** | Baxm-Bcl2 | 0 | **131** | CE | 0.016231 |
| **24** | IkBaAA | 0 | **60** | IkBdC50 | 0 | **96** | Bax2 | 0 | **132** | GM | 0.747611 |
| **25** | IkBaAAn | 0 | **61** | IkBdC50n | 0 | **97** | Bax2-Bcl2 | 0 | **133** | IEP | 0.791894 |
| **26** | IkBbAA | 0 | **62** | L | 0 | **98** | Bax4 | 0 | **134** | Mass | 0.930762 |
| **27** | IkBaAAn | 0 | **63** | R | 1000 | **99** | Bax4-Bcl2 | 0 | **135** | p27 | 0.024804 |
| **28** | IkBeAA | 0 | **64** | L-R | 0 | **100** | M | 500000 | **136** | PPX | 1 |
| **29** | IkBeAAn | 0 | **65** | DISC | 0 | **101** | Bax4-M | 0 | **137** | pp-Rb | 9.859403 |
| **30** | IkBdAA | 0 | **66** | flip | 2000 | **102** | AMito | 0 | **138** | E2F | 1.2212 |
| **31** | IkBdAAn | 0 | **67** | flip-DISC | 0 | **103** | mCytoC | 500000 | **139** | p-E2F | 3.639173 |
| **32** | A50 | 0 | **68** | pC8 | 10e4 | **104** | AMito-mCytoC | 0 | **140** | Rb | 0.000975 |
| **33** | A50n | 0 | **69** | DISC-pC8 | 0 | **105** | aCytoC | 0 | **141** | E2F-Rb | 0.035082 |
| **34** | IkBaA50 | 0 | **70** | C8 | 0 | **106** | mSmac | 100000 | **142** | p-E2F-Rb | 0.104543 |
| **35** | IkBaA50n | 0 | **71** | Bar | 1000 | **107** | AMito-mSmac | 0 | **143** | Myc | 0 |
| **36** | IkBbA50 | 0 | **72** | Bar-C8 | 0 | **108** | aSmac | 0 | **144** | tMyc | 0 |

Note: active IKK (IKK*) species is modeled as a time-dependent input function described in **Table S6**.

Prior to simulation, the model was equilibrated starting from initial concentrations, x_0_, with basal IKK signaling and no death signal (L=0) for a period of 24 h. Due to relatively high initial cyclin levels (see Conradie, 2010), the equilibration was repeated until the cell stopped dividing ([Mass] and [GM] was halved as usual) followed by a 24 h period of quiescent equilibration.

# Table S4. Integrated B-cell model rate constants.

Rate constants used to simulate the physicokinetic models for NFκB signaling, cell-cycle progression, and apoptosis. Note: We did not model mTOR explicitly in the model because the exact relationship between Myc and TOR is not well characterized in B cells. In our study we found that mTOR is downstream of NFkB activation, but the exact mechanisms are still poorly known. Instead, we assume that cell growth and the synthesis of general cellular machinery can be approximated by Myc activation, which is known to be under NFkB regulatory control. The rate constants that we introduced into the model are explored in further detail below (Table S8).

# Table S5. Integrated B-cell model flux reactions.

The fluxes governing the mass-action changes of species in the model as listed.

# Table S6. Integrated B-cell model reactions.

ODE reactions describing the species rate of change are shown in terms of parameters and species. Some reactions were updated to reflect additional species that were introduced to model connections between the three models. Please see Text S1 and Tables S8,9 for more details.

# Table S7. Other simulation parameters

| **#** | **Parameter** | **Value** | **Description** | **Justification** |
| --- | --- | --- | --- | --- |
| **1** | DegRateCV | 0.1 | Protein degradation CV | For simplicity we assumed degradation rates were normally distributed with a CV of 0.1 about the parameter value. This is similar to the approach taken in ([Loriaux et al, 2013](#_ENREF_11)) and results a steady state protein concentration variability with CV ~ 0.25 ([Gaudet et al, 2012](#_ENREF_4)) |
| **2** | TotalProtCV | 0.25 | If no protein syn/deg then the total free protein abundance CV | We assumed log-normally distributed initial protein concentrations about the x_0_ mean with a CV of 0.25 as in ([Gaudet et al, 2012](#_ENREF_4)). This affected IKK, and Rb or E2F containing species in the model. |
| **3** | PosCV | 0.1 or 0.2 | CV of translation rate for NFkB monomers | See #1. |
| **4** | NegCV | 0.1 or 0.2 | CV of translation rate for IkBs | See #1. |
| **5** | NonCV | 0.1 or 0.2 | CV of translation rate for apoptosis and cell-cycle proteins | See #1. |
| **6** | PosX | 1 or 1.1 | Translation rate multiplier for NFkB monomers | Used to test modest increases to the positive regulators of NFkB signaling, the NFkB monomers (See Fig 8). |
| **7** | NegX | 1 or 1.1 | Translation rate multiplier for IkB proteins | Used to test modest increases to the negative regulators of NFkB signaling, the IkBs (See Fig 8). |
| **8** | NonX | 1 or 1.1 | Production rate multiplier for apoptosis and cell-cycle proteins | Used to test modest increases to the proteins participating in the cell-cycle and apoptosis (See Fig 8). Total Rb and E2F species were multiplied by 1.5 during the test since these cell-cycle related proteins are not produced or degraded. |
| **9** | PCV | 0.07 | Partition volume CV | The observed variability in relative volumes was normal with mean 1 and standard deviation of 0.07 from microscopy studies in this work |
| **10** | VCV | 0.05 | Starting volume CV | The observed starting volume variability of viable cells from microscopy studies. |
| **11** | N | 250 | Initial number of cellular agents used in multiscale model. | This number was large enough to ensure that repeated simulations produced very similar results. |
| **12** | Tmax | 144 h | Total simulation time. | Six days of simulations was sufficient for capturing both the expansion and contraction periods of the population response. This is also the typical duration of time-lapse experiments. |
| **13** | AbsTol | 1e-5 | Absolution simulation tolerance for Matlab function ode15s | This was sufficiently low to produce accurate results. Increasing this number further resulted in noticeable changes in solution accuracy. |
| **14** | RelTol | 1e-3 | Relative tolerationce of simulation s using Matlab function ode15s | As in #13 |

Parameters describing the population variance (extrinsic noise) within specific modules of the model, multipliers, and general simulations parameters are shown. For more details please refer to the provided Matlab simulation files (File S8).

# Table S8. List of constants in new model reactions

| **Const.** | **Value** | **Justification/Description** |
| --- | --- | --- |
| ***k_1_*** | 0.307 min^-1^ | Fitted such that steady-state [Bcl_XL_] equal to original model parameter (see Loriaux *et al*, 2013) |
| ***k_2_*** | 0.01155 min^-1^ | (Loriaux *et al*, 2013) |
| ***k_3_*** | 1 min^-1^ | Quadrupled to ensure that steady state [CycD] is sufficient to initiate cell cycle given Myc-dependent growth and added extrinsic noise |
| ***k_4_*** | 0.5 min^-1^ | (Conradie *et al*, 2010) |
| ***k_5_*** | 0.0231 min^-1^ | Experimentally determined 30 min half-life (see Jones and Cole, 1987) |
| ***p_e_*** | 1 | Global translation efficiency. We fit a lower value for the rapamycin treated condition. A value of 1 is used for all other conditions (Conradie *et al,* 2010) |
| ***k_norm_*** | 0.5 | Normalization of the maximum activity to ~ 0.45. Trained on EMSA time course (Lenert *et al*, 2001). |
| ***k_inc_*** | 0.02 min^-1^ | IKK initial activation constant, ensures maximal activity between 0.5 – 2 h. (Alves *et al,*  2014) |
| ***k*** | 2 | A Hill coefficient of 2 was used to ensure the observed sharp decay in IKK activity after initial stimulation (Alves *et al*, 2014). |
| ***IKK_tot_*** | 140 nM | (Alves *et al*, 2014) |
| ***k_other_*** | 0.1 | (Gerondakis *et al,* 2002) and biochemical experiments in this study. |
| ***k_A50_ Myc*** | 0.45 | RelA:p50 and cRel:p50 induction of Myc is assumed to be equal |
| ***k_A50_***  ***CycD*** | 0.45 | RelA:p50 and cRel:p50 induction of CycD is assumed to be approximately equal since we do not have evidence to the contrary |
| ***k_A50_ Bcl_XL_*** | 0.3 | cRel deficient cells have approximately 1/3 the Bcl_XL_ abundance, cRel:p50 results in roughly twice the induction strength for Bcl_XL_ |
| ***k_C50_ Myc*** | 0.45 | See kA50 Myc above |
| ***k_C50_***  ***CycD*** | 0.45 | See kA50 CycD above |
| ***k_C50_ Bcl_XL_*** | 0.6 | See kA50 Bcl_XL_ above |
| ***k_m_*** | 2e-6 nM min^-1^ | (Alves *et al*, 2014) |
| ***Kd*** | 150 nM | (Alves *et al,* 2014) |
| $\boldsymbol{f}_{\boldsymbol{RB}}$ | 0-1 | Fraction of inactive RB (Conradie *et al*, 2010) |
| ***k_b_*** | 0.01 | Basal promoter activity as in (Alves *et al*, 2014) |
| ***k_n_*** | 2 | Hill coefficient of 2 was necessary to ensure quiescence with basal IKK activation in our model. |
| ***k_Lsyn_*** | 0 | Since we did not stimulate apoptosis with a death ligand, we assumed constant [L] to mimic lack of survival signaling and to ensure observed Tdie distributions. Ligand binding to receptor in the apoptosis model was assumed to not deplete L |
| ***k_Ldeg_*** |  |  |

Constants present in novel model reactions (see Text S1). These values were derived from previously studies or from the datasets in this study. Note that *f_RB_* is a fraction that is depenent on the current abundance of specific Rb species in the cell-cycle module as described in the original model, included here to highlight that it was not a fitted quantity.

# Table S9. Parameterization of free parameters and sensitivity analysis

| **Param.** | **Range** | **Fitted** | **High CpG features fitting** | **Fitted Features missing** | **+10% Features missing** | **-10% Features missing** |
| --- | --- | --- | --- | --- | --- | --- |
| ***p_1_*** | 0.001-1 nM⋅min^-1^ | 0.005 | M,N,A,E,G0,X0, D0,G1,X1,D1,R0,R1,N0,N1,F0,F1, F3,FP |  | M,E,R1 | M,A,X1,F1,F3 |
| ***p_2_*** | 0.001-1 min^-1^ | 0.007 |  |  | M,A,E | M,E,N0,N1,R0,R1 |
| ***p_3_*** | 0.001-1 AU⋅min^-1^ | 0.003 |  |  | M,A,F3 | M,N,E |
| ***p_4_*** | 0.001-1 min^-1^ | 0.002 |  |  | M,E,N0,N1,R0,R1 | M,E |
| ***p_5_*** | 0.001-1 min^-1^ | 1 |  |  | M,E,N0,N1,R0,R1 | M,N,A,E,X1,F3 |
| ***p_6_*** | 0.001-1 min^-1^ | 0.004 |  |  | M,N,A,X1,F1,F3,R1 | E,R1 |
| ***p_7_*** | 0.001-1 min^-1^ | 0.002 |  |  | M,N,A,E,X0,D1,X1,F1,F3 | M,A,E,N0,N1, R0,R1 |
| ***p_8_*** | 0.001-1 AU⋅min^-1^ | 0.002 |  |  | M,A,E,N0,N1, R0,R1 | M,E |
| ***p_9_*** | 0.0001-0.1 min^-1^ | 0.0002 |  |  | M,F1 | A,R1 |
| ***p_10_*** | 0.001-1 min^-1^ | 0.004 |  |  | E,X0,N0,N1,R0,R1 | E,F1 |
| ***p_11_*** | 0.001-1 min^-1^ | 0.002 |  |  | M,A,E | A,E,F1,N0,N1, R0,R1 |
| ***p_x_*** | 10-100 nM | 40 |  |  | M,N,A,E,D1,X1,F1 | N,E |
| ***p_↑CpG_*** | 1000-10,000 min | 1950 |  |  | M,N,E,X1 | M,N,A,D1,X1, F1,F3,fp |
| ***c_GM_*** | 1-10 AU^-2^ | 2.8 |  |  | E,X1,F1,N0,N1,R0,R1 | A,E |
| ***d_GM_*** | 0.01-1 AU^-2^ | 0.14 |  |  | E | N,A,D1,X1,F1,F3,N0,N1,R0,R1 |
| **[L]** | 0.1-10 nM | 0.4 |  |  | N,A,E,X1,F0,F3 | E |
| ***fbck*** | 1-100 nM^-1^ | 10 |  |  | N,A,E,N0,N1,R0,R1 | A,E,N0,N1,R0,R1 |
| **Param.** | **Range** | **Fitted** | **Low CpG features fitting** | **Fitted Features missing** | **+10% Features missing** | **-10% Features missing** |
| ***p_↓CpG_*** | 1000-10,000 min | 1500 | m,n,a,e,G0,X0,D0,G1,X1,D1,R0,R1,N0,N1,F0,F1,f3 | F1,f3 | n,a,e,X1,F1,f3 | m,e,X0,D1,X1, F0,F1,R0,R1 |
| **Param.** | **Range** | **Fitted** | **Rapamycin features fitting** | **Fitted Features missing** | **+10% Features missing** | **-10% Features missing** |
| ***p_e_*** | 0-1 unitless | 0.7 | u,r,p,e,g0,x0,d0,R0,R1,N0,N1,F0 | F0 | e,F0,R1 | r,e,x0,F0,N0,N1,R0,R1 |

(Features are described in Table S10).

Free parameters that were part of novel model reactions (see above) were manually fitted according to biological features observed in microscopy datasets of this study. Ranges for values were selected to reflect known distributions for protein and mRNA half-lifes (~1 h to ~100 h) or values which allowed for experimentally observed IKK dynamics, Tdie distributions, NFkB monomer abundances, and observed population cell count trajectories.

# Table S10. Population response features being fitted during model parameterization

| **Name** | **Description** | **Fitting conditions** |
| --- | --- | --- |
| M | max total count 1.75-2.25 x starting count | WT 250 nM CpG |
| N | number of gens is 7+ | WT 250 nM CpG |
| A | avg. total count is 0.9-1.1 x starting count | WT 250 nM CpG |
| E | total surviving cells 0.1 to 0.5 x starting | WT 250 nM CpG |
| G0 | avg. gen 0 growth time is 5 – 15 h | WT 250 nM/10 nM CpG |
| X0 | avg. gen 0 death time is 20 – 30 h | WT 250 nM/10 nM CpG |
| D0 | avg. gen 0 division time is 25 – 50 h | WT 250 nM/10 nM CpG |
| G1 | average gen 1+ growth time is 0-5 h | WT 250 nM/10 nM CpG |
| X1 | average gen 1+ death time is 5-15 h | WT 250 nM/10 nM CpG |
| D1 | average gen 1+ division time is 7-13 h | WT 250 nM/10 nM CpG |
| R0 | gen 0 growers grow to a mass of 6-8 AU | WT 250 nM/10 nM CpG/WT 250 nM CpG + 1 ng/ml rapamycin pre-treatment |
| R1 | gen 1 growers grow to a mass of 6-8 AU | WT 250 nM/10 nM CpG/WT 250 nM CpG + 1 ng/ml rapamycin pre-treatment |
| N0 | gen 0 growers grow at most to 5 AU | WT 250 nM/10 nM CpG/WT 250 nM CpG + 1 ng/ml rapamycin pre-treatment |
| N1 | gen 1 growers grow at most to 5 AU | WT 250 nM/10 nM CpG/WT 250 nM CpG + 1 ng/ml rapamycin pre-treatment |
| F0 | 20%-40% of gen 0 cells dividing | WT 250 nM/10 nM CpG/WT 250 nM CpG + 1 ng/ml rapamycin pre-treatment |
| F1 | 60%-100% of gen 1 cells dividing | WT 250 nM/10 nM CpG |
| F3 | 40%-80% of gen 3 cells dividing | WT 250 nM CpG |
| FP | % of gen 0 cells growing then dying < 0.2 | WT 250 nM CpG |
| m | max total count 1.1-1.5 x starting count | WT 10 nM CpG |
| n | number of gens is < 5 | WT 10 nM CpG |
| a | avg. total count is 0.5-0.7 x starting count | WT 10 nM CpG |
| p | p = avg. total count is 0.3-0.5 x starting count | WT 10 nM CpG |
| e | total surviving cells < 0.1 x starting | WT 10 nM CpG |
| f3 | <30% of gen 3 cells dividing | WT 10 nM CpG |
| u | max total count < starting count | WT 250 nM CpG + 1 ng/ml rapamycin pre-treatment |
| r | number of gens is 3 | WT 250 nM CpG + 1 ng/ml rapamycin pre-treatment |
| p | avg. total count is 0.3-0.5 x starting count | WT 250 nM CpG + 1 ng/ml rapamycin pre-treatment |
| e | total surviving cells < 0.1 x starting | WT 250 nM CpG + 1 ng/ml rapamycin pre-treatment |
| x0 | avg. gen 0 death time is 30 – 50 h | WT 250 nM CpG + 1 ng/ml rapamycin pre-treatment |
| d0 | avg. gen 0 division time is 40 – 60 h | WT 250 nM CpG + 1 ng/ml rapamycin pre-treatment |

Description of features identified in the experimental datasets which were selected for manual fitting of model parameters (Table S9).

# Table S11. Evaluating model fitting to experimental WT, cRel KO, low CpG, and Rapamycin treated datasets.

| **Statistic** | **WT 250 nM CpG** | ***rel^-/-^* 250 nM CpG** | **WT 10 nM CpG** | **1 ng Rapamycin, 250 nM CpG** |
| --- | --- | --- | --- | --- |
| **Gen 0 grower growth trajectory correlation** | r-value: 0.997*** | r-value:0.992*** | r-value:0.997*** | r-value:0.994*** |
| **Gen 1 grower growth trajectory correlation** | r-value:0.998*** | r-value:0.999*** | r-value:0.998*** | r-value:0.951*** |
| **Gen 0 non-grower growth trajectory correlation** | r-value:0.731*** | r-value:0.995*** | r-value:0.955*** | r-value:0.906*** |
| **Gen 1 non-grower growth trajectory correlation** | r-value:0.902*** | r-value:0.860*** | r-value:0.780*** | r-value:0.739*** |
| **E[Tgro_0_] error** | -1.24 h | -0.20 h | 0.53 h | 10.69 h** |
| **E[Tdiv_0_] error** | -4.52 h* | 2.30 h | -5.72 h | 7.74 h* |
| **E[Tdie_0_] error** | 0.97 h | -2.67 h | -0.45 h | 12.48 h** |
| **Total Cell Trajectory Correlation** | r-value: 0.744*** | r-values 0.535*** | r-value 0.883*** | r-value0.963*** |
| **Total normalized cell count trajectory residuals plot** | r  t | r  t | r  t | r  t |

*- p-value < 0.05, significantly different mean, Welch’s T-test

**- p-value < 0.01, significantly different mean, Welch’s T-test

***- p-value < 10E-10, significant correlation 1-tailed T-test

A comparison of the model fit to experimental time-lapse microscopy datasets for WT high CpG, cRel deficient, WT low CpG, and rapamycin treated conditions. Various measuremens of similarity for average cell growth trajectories (Figure S7 B,C), average Tgro, Tdiv, and Tdie timing (Figure S7 D,E,F), and total cell trajectories (Figure 6) are shown.

**References**

Albeck JG, Burke JM, Spencer SL, Lauffenburger DA, Sorger PK (2008) Modeling a snap-action, variable-delay switch controlling extrinsic cell death. PLoS Biol 6: 2831 – 2852

Gilmore TD (2014) NF-kB Target Genes. Boston University, http://www.bu.edu/nf-kb/gene-resources/target-genes/, Vol. 2014

Jones TR, Cole MD (1987) Rapid cytoplasmic turnover of c-myc mRNA: requirement of the 30 untranslated sequences. Mol Cell Biol 7: 4513 – 4521

Lenert P, Stunz L, Yi AK, Krieg AM, Ashman RF (2001) CpG stimulation of primary mouse B cells is blocked by inhibitory oligodeoxyribonucleotides at a site proximal to NF-kappaB activation. Antisense Nucleic Acid Drug Dev 11: 247 – 256

Limon JJ, Fruman DA (2012) Akt and mTOR in B cell activation and differentiation. Front Immunol 3: 228

Nie Z, Hu G, Wei G, Cui K, Yamane A, Resch W, Wang R, Green DR, Tessarollo L, Casellas R, Zhao K, Levens D (2012) c-Myc is a universal amplifier of expressed genes in lymphocytes and embryonic stem cells. Cell 151: 68 – 79

Piatelli M, Tanguay D, Rothstein T, Chiles T (2003) Cell cycle control mechanisms in B-1 and B-2 lymphoid subsets. Immunol Res 27: 31 – 52

Shih VF-S, Kearns JD, Basak S, Savinova OV, Ghosh G, Hoffmann A (2009) Kinetic control of negative feedback regulators of NF-jB/RelA determines their pathogen- and cytokine-receptor signaling specificity. Proc Natl Acad Sci USA 106: 9619 – 9624

Werner SL, Kearns JD, Zadorozhnaya V, Lynch C, O’Dea E, Boldin MP, Ma A, Baltimore D, Hoffmann A (2008) Encoding NF-kappaB temporal control in response to TNF: distinct roles for the negative regulators IkappaBalpha and A20. Genes Dev 22: 2093 – 2101

Zeng H, Chi H (2013) mTOR and lymphocyte metabolism. Curr Opin Immunol 25: 347 – 355

# Supplementary material for: A multi-scale approach reveals that NF-κB cRel enforces a B-cell decision to divide
**Source:** Mol Syst Biol. 2015 Feb 13;11(2):783. doi: 10.15252/msb.20145554
**Supplement:** Supplementary file 10

**Supplementary Methods**

Maxim N. Shokhirev, Jonathan Almaden,Jeremy Davis-Turak, Harry A. Birnbaum, Theresa M. Russell, Jesse A.D. Vargas, Alexander Hoffmann. **“**A multi-scale approach reveals that NFκB biases a B-cell fate race between division and death.”

This text provides further details into the methodology and analyses described in the main text of this study in the form of supplementary methods descriptions.

All supplementary tables are provided separately. Corresponding computational tools and source code are available as supplementary files. Time-lapse image datasets are available upon request, while the tracking results are attached as extended view movies.

**Table of Contents**

[Calculating the expected probability that a dying cell would have started growing 2](#_Toc403356710)

[Multi-scale modeling 6](#_Toc403356711)

[Description 6](#_Toc403356712)

[Model construction 6](#_Toc403356713)

[Graphical summary of the novel reactions connecting extant NFκB, apoptosis, and cell-cycle ODE models. 10](#_Toc403356714)

[Model fitting procedure 11](#_Toc403356715)

[Parameter sensitivity analysis 11](#_Toc403356716)

[Calculating expected number of progenitor divisions 11](#_Toc403356717)

[References 12](#_Toc403356718)

# Calculating the expected probability that a dying cell would have started growing

In order to test if the molecular race (Figure 3A) and/or the molecular decision (Figure 3B) hypotheses are consistent with our datasets, we used the observed ,, and distributions (Figure 3E), designed with a superscript “o”, to determine a lower bound on the fraction of dying cells that are expected to grow under the race or decision hypothesis. While under the decision hypothesis we would expect that all responding cells are subject only to eventual division, while non-responders will not grow or divided, the fraction of growing cells that will die, or vise-versa are not readily apparent. Therefore, we derived a lower limit on the expected probability that a dying () cell will grow under the race hypothesis in terms of observed distributions, and show that the observed probability of this happening is inconsistent. We are interested in the probability that progenitors (generation 0) cells started growing and died:

| , | (1) |
| --- | --- |

where and are the true probability distributions for the time to die or start growing, andis the true fraction of cells that respond to the stimulus and start growing (still subject to death) in the race model. We define the probability censoring of some probability distribution by a competing probability distribution as:

| , | (2) |
| --- | --- |

where represents given that a competing mutually explosive event has probability distribution, and is a rescaling constant. From this definition it follows that

| . | (3) |
| --- | --- |

Furthermore, since under the race hypothesis, all cells are subject to age-dependent death, , and since is typically earlier than , then for each cell that divided, there must have been at least another cell that would have divided but died, or in terms of the fraction of observed generation 0 responders:

| . | (4) |
| --- | --- |

Using (3) the observed ,, and distributions are biased toward earlier values, since death will censor decision and division fates, while division will censor late death fates:

| ,  . | (5) |
| --- | --- |

However, of the cells for which both division and death are running in parallel (at least twice as many as had been observed to divide from equation (4)) a fraction would not have started measurably growing prior to dying (i.e. died before growth decision was reached and observed). Therefore, to calculate the true fraction of dying cells that are expected to start growing we first calculated the probability that a cell will start measurably growing prior to dying:

| . | (6) |
| --- | --- |

To do this, we used (5) to show that

| . | (7) |
| --- | --- |

Furthermore, we can define a new function in terms of observed distributions:

| . | (8) |
| --- | --- |

Since by definition of function censorship:

| . | (9) |
| --- | --- |

and since from (5) the distribution is shifted toward lower values compare to , it follows that is typically shifted toward later values when compared to the true :

| . | (10) |
| --- | --- |

Therefore, from eq. (7) and (10) we can establish a lower bound on :

| . | (11) |
| --- | --- |

Since both , and are defined in terms of observed continuous probability functions, we next developed an expression for calculating using a collection of discrete observations. Specifically, to calculate from we reweighed the contribution of each, ith, observed value according to the observed:

| ,  . | (12) |
| --- | --- |

Finally, we used (12) with (4) to obtain an expression on the lower bound for (1) given m observed values, and n observed values:

| . | (13) |
| --- | --- |

In essence, we used the observed distribution to obtain a distribution that is guaranteed to be equal to or more biased toward later values than the true distribution. Combined with the fact that under the race hypothesis, the observed fraction of dividing cells is at least twice as small as the true fraction of responders, this allowed us to calculate a lower bound on the probability that a dying cell would start growing prior to actually dying (Figure 3F). Under the molecular decision model, cells commit to either division or death early, and are therefore protected from the alternative (growth and division for cells committed to death, and death for cells committed to growth and division). The fraction of dying cells that are expected to be also growing under the molecular decision hypothesis is zero. To test which hypothesis is best supported, we measured the fraction of dying generation 0 cells that were growing at the time of death defined as:

| , | (14) |
| --- | --- |

where and are the average final 30 volumes and the average first 30 volume measurements for cell i, respectively.

# Multi-scale modeling

In the following sections we describe our approach to constructing the multi-scale model, the model parameterization method, basic sensitivity analysis as well as a full list of multi-scale model species, parameters, and reactions. In addition, the Matlab files used to solve the multi-scale model for a population of WT cells are provided as Supplementary File S8.

## Description

The multi-scale model is a collection of independent ODE models that are solved concurrenly given randomized initial starting concentrations or synthesis/degradation rate constants (extrinsic noise). The bookkeeping for each model is stored in a single Matlab structures and each includes all of the details required to run the model as well as the solved species concentrations through time, time at start of simulations (birth time), the generation the virtual cell belongs to and the “fate” of the virtual b-cell. Together, these records are refered to as a “cellular agent.” Simulations are carried out one generation at a time using the Matlab ode15s solver until specific stopping conditions are met (division, death, or end of simulation). For each generation, cellular agents keep track of their birth time and death/division time and statistics are collected and reported at the end of the simulations.

## Model construction

We wanted to capture the necessary details required to model NFkB signaling, cell-cycle progression and growth, and apoptosis with the multi-scale model. To do this, we selected previously published well-established models for B-cell specific NFkB signaling ([Alves et al, 2014](#_ENREF_1)), general mammalian cell cycle progression ([Conradie et al, 2010](#_ENREF_3)), and mammalian apoptosis ([Loriaux et al, 2013](#_ENREF_5)). These models are relatively complex involving dozens of species and hundreds of parameters each, therefore we sought to integrate these models by adding the minimum set of connections required to model NFkB-dependent control of survival and cell-cycle progression, while keeping the vast majority of the species and parameters as is (See Table S9 and S10 for a list of constants and fitted parameters involved in the connecting reactions described in the following sections).

To do this, we took advantage of the fact that the cell-cycle model incorporated reactions for transcriptional control of CyclinD via reaction involving “early response genes” and “delayed response genes,” which served to inactivate Rb and lead to the activation of E2F transcription factors. Previous studies have shown that CyclinD3 is an NFkB target gene ([Wang et al, 1996](#_ENREF_8)), and that it is required for B cell proliferation ([Cato et al, 2011](#_ENREF_2)). Therefore, we removed the early and delayed response gene species from the model, and instead added a CyclinD transcript species under the control of a Hill-promoter:

| , | (15) |
| --- | --- |

where , ,,,,,,andare parameters descrbing the transcript synthesis rate, transcript degradation rate, basal fractional activity of the promoter, the RelA:p50 induction strength, the cRel:p50 induction strength, the induction strength of other non-modeled transcription factors, the half-maximal activation concentration, and the hill constant governing the sigmoidality of the response, respectively. In addition, since NFkB also affects the abundance of anti-apoptotic Bcl factors and the Myc, we assumed similar Hill-like kinetics of activation for the tBclXL and tMyc model species:

| , | (16) |
| --- | --- |

where the and parameters were unique to each promoter and determined the relative activation strength of relA:p50, cRel:p50, and other transcription factors. For simplicity, we assumed was the same for all promoters, fitting this value to 40 nM.

Next, we modified the equations governing the abundance of cellular general machinery, GM in the model. In the extant model ([Conradie et al, 2010](#_ENREF_3)), cell growth is assumed to be exponential an unbounded since the growth of cell Mass was proportional to the amount of the general machinery species, while the growth of general machinery was proportional to the cell mass. In our experiments, the growth rate is more complex, with generation 0 cells exhibiting delayed growth, and a decrease in growth rate in the penultimate generation. Furthermore, we notice that the final cell volume is relatively fixed despite high variability in the interdivision time (Figure 2D). Therefore, we modified the synthesis rate of general machinery to be non-linearly dependent on the cell mass. Furthermore, since the synthesis of general machinery required for growth is governed by global metabolic and transcriptional regulators such as Myc and mTOR, we assumed that synthesis of general machinery is dependent on the abundance of Myc, a global regulator of transcriptional activation ([Nie et al, 2012](#_ENREF_6); [Wang et al, 2011](#_ENREF_7)) in a Hill-like fashion. Thus, the final equation governing the GM synthesis rate,, becomes:

| , | (17) |
| --- | --- |

where, ,,,,andare the basal transcription rate, half-activation concentration, initial growth rate modifier, diminition growth modifier, and GM synthesis rate.is the fraction of activated Rb protein in the model ([Conradie et al, 2010](#_ENREF_3)).

To connect the apoptosis module to NFκB signaling, we assumed Hill-like promoter kinetics for a novel BclXL transcript species, since the original model did not model transcription explicitly. To stay true to the original model BclXL production rates, we fixed the translation rates such that steady-state BclXL abundance was maintained for basal signaling conditions.

In addition, the apoptosis model included the “death” ligand species, L, which was used to simulate the addition of TRAIL, resulting in activation of the DISC complex and eventual death ([Loriaux et al, 2013](#_ENREF_5)). Since we did not activate the death pathway in our experiments, and since unstimulated B cells died within several days without activation of survival pathways (such as NFκB), we simulated tonic activation of the death pathway by removing fluxes that produced, degraded or bound L in the model, while providing an small initial amount of L. In effect, this resulted in an infinite pool of the death-inducing stimulus leaving us to parameterize the exact concentration used in the models to produce the desired Tdie distribution and population count trajectories.

Finally, in the original NFkB signaling model, the abundance of active IKK is defined using an input curve table ([Alves et al, 2014](#_ENREF_1)). This can lead to over-fitting as the shape of the activation curve dictates NFκB dynamics. Instead, we decided to model the IKK input curve as a combination of Hill equations, with the first term dictating the fast increase in IKK activation after stimulation, and the second term determining the long-term decay of activity (presumably due to turnover of promoter-proximal species):

| , | (18) |
| --- | --- |

where ,,,/, andare the total IKK pool, a normalization constant set to ensure ~50% maximal activation of IKK, initial activation rate set to ensure ~ 0.5 -2 h maximal activity, the decay rate parameter fitted separately for high low CpG and high CpG conditions, and the Hill coefficient ensuring sufficient sigmoidality to reproduce the general shape of the curve. To determine the overall shape and magnitude of the curve, we fitted this model of IKK activation to a published 40 h time-course of DNA-bound NFkB abundance ([Lenert et al, 2001](#_ENREF_4)), and manually calibrated the / parameters to fit the time-lapse microscopy datasets in this study.

## Graphical summary of the novel reactions connecting extant NFκB, apoptosis, and cell-cycle ODE models.

Constants that were obstained from literature or derived from experiments are highlighted red (see Table S8). Fitted model parameters are highlighted blue (see Table S9).

**
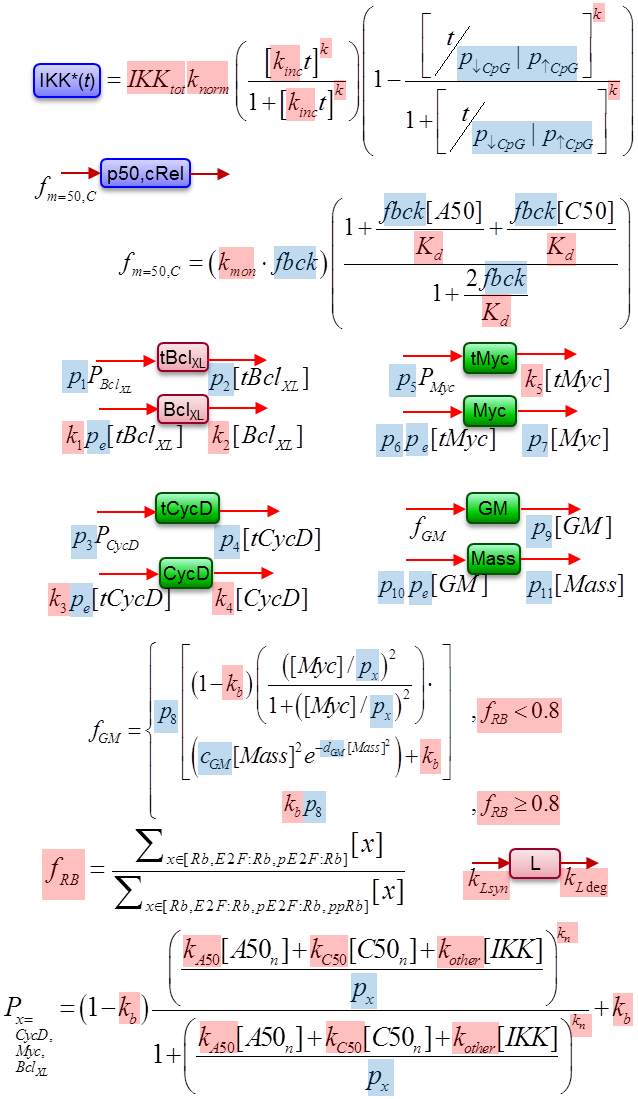

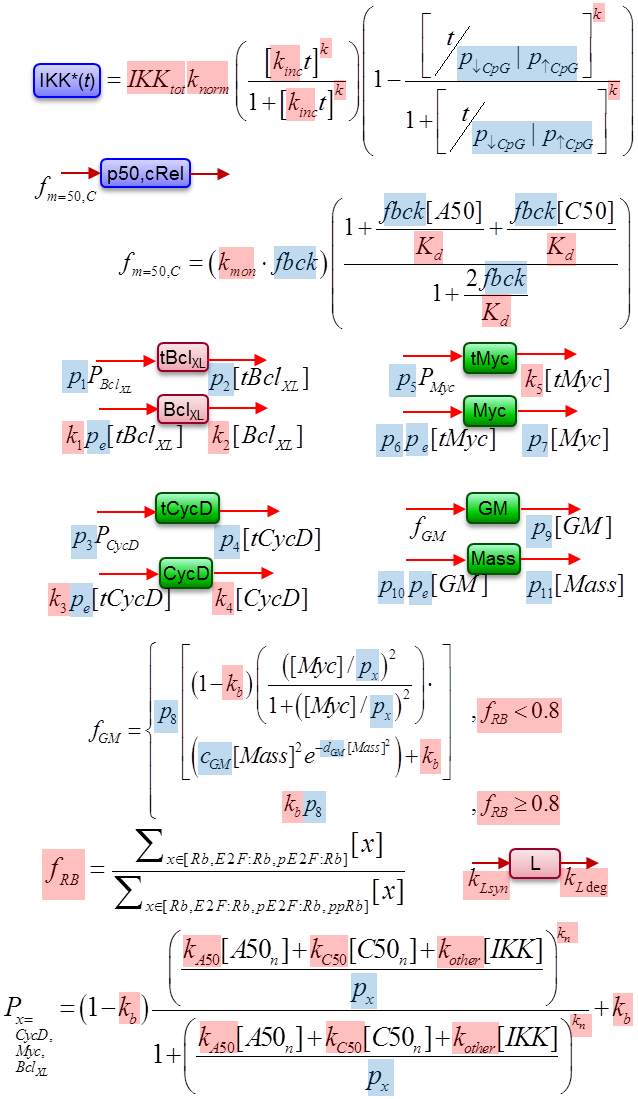

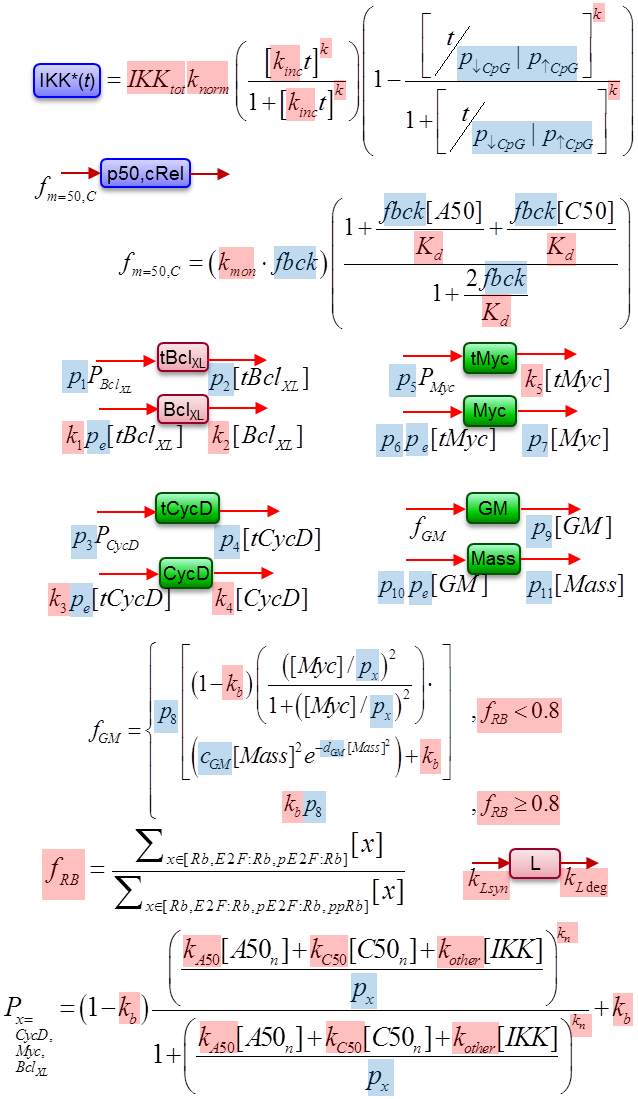

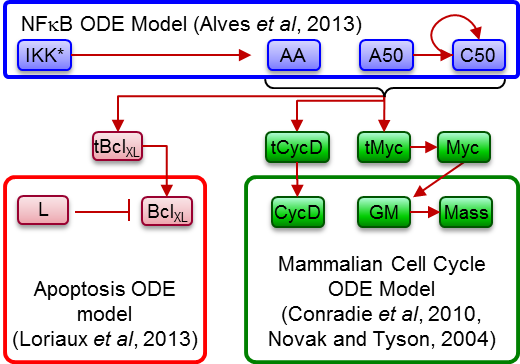
**

**
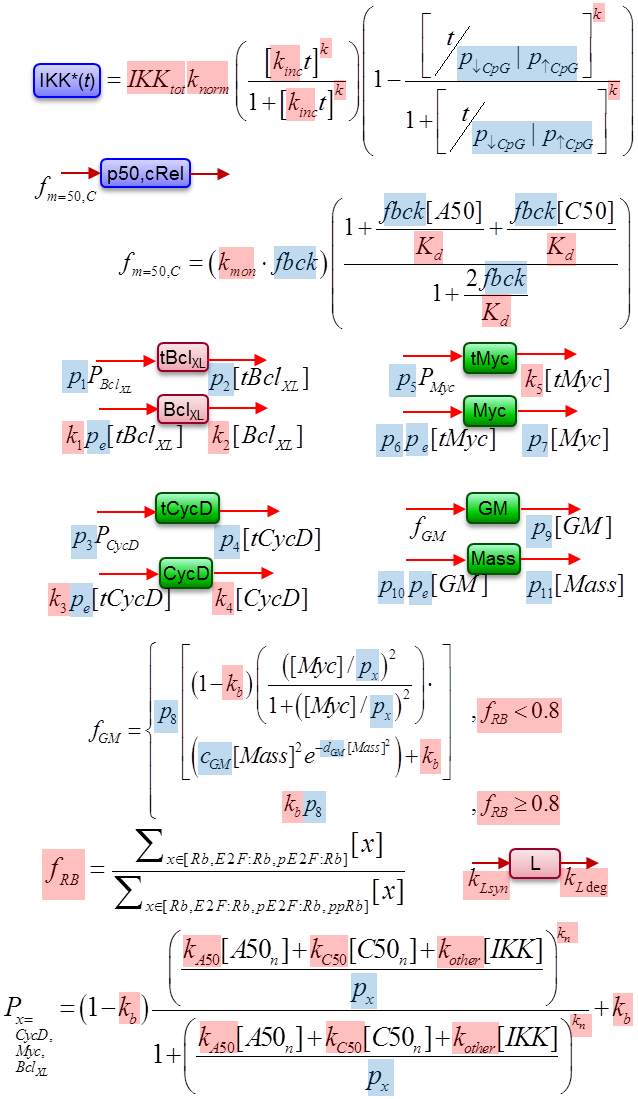
**

# Model fitting procedure

Since running the multi-scale model required performing thousands of individual ODE simulations, it was not feasible to attempt an unbiased fitting for the 19 separate free parameters (highlighted blue above and listed in Table S9. Instead, we identified features of the WT high CpG time-lapse microscopy dataset we felt were important to capture with the modeling (Table S10), and proceeded to manually change the parameters until all model features were captured. Out of the 19 parameters,, and were fitted to the rapamycin treated or low CpG condition, respectively. The remainng 17 parameters were fitted using the WT high CpG time-lapse microscopy dataset. It is important to note, that the vast majority of model parameters were kept exactly as published previously or set to reflect experimental observations (see also Table S8).

# Parameter sensitivity analysis

To estimate the sensitivity of the model fitting to the free parameters, we repeated the simulations with each parameter adjusted by 10% up or down from the fitted value and evaluated the population features (Table S10) that were no longer captured by the model fitting (Table S9). We defined a separate set of features for the low CpG and rapamycin pre-treated datasets analogously to the features defined for the WT high CpG condition.

# Calculating expected number of progenitor divisions

An important metric of population expansion is the expected number of divisions generation 0 (progenitor) cells undergo, which describes the proliferative capacity of naïve cells. Since this number is a function of the fates of daughter cells, and their daughter cells, and etc. the number of cells in each division must by multiplied by . In addition, since of all progenitors are expect to remainin in generation 0, the progenitor division number is an average of the * {the population average division number} and 0. Therefore, the average number of progenitor divisions becomes:

| , | (19) |
| --- | --- |

where is the fraction of cells progressing to generation i+1, and is the total number of generations quantified. This number is compared between various simulations in figure 8E,I.

# References

Alves BN, Tsui R, Almaden J, Shokhirev MN, Davis-Turak J, Fujimoto J, Birnbaum H, Ponomarenko J, Hoffmann A (2014) IkappaB{varepsilon} Is a Key Regulator of B Cell Expansion by Providing Negative Feedback on cRel and RelA in a Stimulus-Specific Manner. *J Immunol* **192:** 3121-3132

Cato MH, Chintalapati SK, Yau IW, Omori SA, Rickert RC (2011) Cyclin D3 is selectively required for proliferative expansion of germinal center B cells. *Mol Cell Biol* **31:** 127-137

Conradie R, Bruggeman FJ, Ciliberto A, Csikasz-Nagy A, Novak B, Westerhoff HV, Snoep JL (2010) Restriction point control of the mammalian cell cycle via the cyclin E/Cdk2:p27 complex. *The FEBS journal* **277:** 357-367

Lenert P, Stunz L, Yi AK, Krieg AM, Ashman RF (2001) CpG stimulation of primary mouse B cells is blocked by inhibitory oligodeoxyribonucleotides at a site proximal to NF-kappaB activation. *Antisense & nucleic acid drug development* **11:** 247-256

Loriaux PM, Tesler G, Hoffmann A (2013) Characterizing the relationship between steady state and response using analytical expressions for the steady states of mass action models. *PLoS computational biology* **9:** e1002901

Nie Z, Hu G, Wei G, Cui K, Yamane A, Resch W, Wang R, Green DR, Tessarollo L, Casellas R, Zhao K, Levens D (2012) c-Myc is a universal amplifier of expressed genes in lymphocytes and embryonic stem cells. *Cell* **151:** 68-79

Wang R, Dillon CP, Shi LZ, Milasta S, Carter R, Finkelstein D, McCormick LL, Fitzgerald P, Chi H, Munger J, Green DR (2011) The transcription factor Myc controls metabolic reprogramming upon T lymphocyte activation. *Immunity* **35:** 871-882

Wang Z, Sicinski P, Weinberg RA, Zhang Y, Ravid K (1996) Characterization of the mouse cyclin D3 gene: exon/intron organization and promoter activity. *Genomics* **35:** 156-163

# Supplementary material for: A multi-scale approach reveals that NF-κB cRel enforces a B-cell decision to divide
**Source:** Mol Syst Biol. 2015 Feb 13;11(2):783. doi: 10.15252/msb.20145554
**Supplement:** Supplementary file 20

**SUPPLEMENTARY FIGURES**

**Fig. S1. Establishing death and growth thresholds.** To filter out cells that died due to artificial manipulation during preparation (mechanical death), dying generation 0 cells were binned according to their death time and biologically-relevant apoptosis was defined as death that occurred after the first wave of early death (**A**). Similarly, when ordered by death time, cells with death times higher than 12 h typically show increased separation from the previous death time (**B**). Cells that were dead at the start of time-lapse imaging were not included in this analysis. To distinguish between “grower” and “non-grower” cells, the standard deviation in cell size as a function of cell lifetime was plotted. Since the average standard deviation was 168 μm^3^, a growth threshold of roughly twice the standard deviation (350 μm^3^) was assumed to ensure significance (**C**). The final size of cells is bimodal with cells above 800 μm^3^ delineating the large cell peak (**D**). This was used to justify classifying cells with final size > 800 μm^3^ as growers in addition to cells which grew by 350 μm^3^.

**Fig. S2. Cells typically grow less prior to the last division.** Wildtype purified naïve B cells were stimulated with 250 nM CpG and tracked by time lapse microscopy. The fraction of “non-growing” cells that divided (**A green**) or died (**A red**) are shown for each generation. Error bars = 1/n. The quantification was repeated with penultimate dividing cells removed from consideration (**B**).

**Fig. S3**. **FlowMax deconvolution of WT 250 nM CpG stimulated CFSE time series.** CFSE-stained purified murine B cells were stimulated with 250 nM CpG, assayed by flow cytometry and a computational tool, FlowMax, was applied to determine non-redundant sets of maximum-likelihood population model parameters (**A**).To test if a molecular race or a decision are more appropriate, the cyton model, which assumes a race between division and death, (**B**) and fcyton decision-based model (**C**) were used as part of the FlowMax phenotyping. Maximum-likelihood parameter sets obtained from fitting each model to the experimental CFSE time courses were sampled using a Monte-Carlo approach to expose the fraction of responding cells in each generation (Fs), as well as division and death time distributions for undivided (Tdiv_0_,Tdie_0_) and dividing cells (Tdiv_1+_,Tdie_1+_) expected to be observed after any potential censorship and compared to the actual cellular distributions measured by time-lapse microscopy (**D**). The best-fit modeled CFSE histograms from the best-fit cluster of cyton (**E purple**) or fcyton (**E blue**) model parameters overlaid on experimental CFSE histograms collected in duplicate across six days at the indicated time points.

**Fig. S4**. **Cell fate and timing are correlated between siblings and cousins.** B cell lineages from WT 250 nM CpG time-lapse microscopy video were determined by semi-automated tracking. The fraction of differing fates, difference in timing to the start of growth (Tgro), and correlations in division (Tdiv), or death (Tdie) of sister cells (blue) and cousins (red) were calculated. The fraction of sister or cousin cell pairs experiencing different fates (i.e. division and death) is plotted (**A**). Histogram of the differences between the times to decide to start growing (**B**) is shown. Division (**C**) and death (**D**) times are plotted between sister and cousin cells across all generations. Colored lines represent the linear fit through the origin with r-squared values for sisters (top) and cousins (bottom) as indicated.

**Fig. S5.** **NF-κB RelA, Bcl_XL_ mRNA, and mTORc1 inhibition assays.** Analogously to NF-κB cRel, NF-κB RelA average fluorescence was quantified at 0 h and 24 h post stimulation (**A**). Bcl_XL_ mRNA levels were measured by quantitative PCR at 0, 1, 6, and 20 h in wildtype and NF-κB cRel deficient B cells (**B**). Error bars indicate SD. Average cRel fluorescence at 0 h and 24 h after 1 h pretreatment with 1 ng/mL rapamycin, an inhibitor of mTORc1 (**C**). Quadrants delineate significance at 24 h compared to 0 h. Large cell size was defined as >100 pixels empirically to avoid cell-selection bias.

**Fig. S6. Extrinsic noise results in cell-to-cell NF-κB, division, and death variability.** Models for NF-κB signaling, cell-cycling, and apoptosis are summarized (**A**). Bolded species represent the input (active IKK), and output event nodes (cleaved PARP signals death, cdh1 accumulation signals cytokinesis). Extrinsic noise in the form of protein synthesis and degradation rate variability (~normal(rate,rate*0.1)), total protein abundance (~log-normal([protein], [protein]*0.25)), and initial cell size (~normal(1,0.07)) was introduced to each module and 100 simulations were carried out. Active IKK (**B**), nuclear RelA:p50 and nuclear cRel:p50 (**C**), cyclin and cdh1 (**F**), cell mass (**G**), Bcl_XL_ (**H**) and cleaved PARP (**I**) are shown. The published cell-cycle model ([Conradie et al, 2010](#_ENREF_10)) which does not include cell growth control (**D**) and the results for solving 100 independently-distributed simulations (**E**) are shown for reference. Overlapping histograms indicate division (green) and death (red) events. Error bars in (**B,C**) represent s.d.

**Fig. S7. Predicted and experimental average growth trajectories and timing distributions.** Wildtype (red), NF-κB cRel deficient (blue), lower stimulation (green), and rapamycin pretreated (purple) conditions were simulated by removing NF-κB cRel monomer from the NF-κB module, increasing activated IKK rate, and decreasing protein synthesis rates by 30% (**A**). Side by side comparisons of model and time-lapse imaging results from analogous conditions: average size trajectories for cells that increased in size (**B**), cells that did not increase in size (**C**), cumulative distributions for the time to start growing (**D**), time to divide (**E**), and time to die (**F**).The resulting cumulative distributions of the time to start growing (Tgro), time to divide (Tdiv), and time to die (Tdie).

**Fig S8. Unstimulated B cells die within several days *in vitro*.** Wildtype B cells were purified from mouse spleen and suspended at a concentration of 200,000 per mL in complete media. Viable cells were counted at the indicated times by flow cytometry using propidium iodide, and light scatter to exclude dying or dead cells. Error bars are SE for duplicated counts (two wells containing cells from a single spleen sampled at the same time).

**SUPPLEMENTARY TEXT**

**Text S1. Extended methods. CFSE Flow cytometry analysis using the FlowMax computational tool,** calculating the expected probability that a dying cell would have started growing, additional multi-scale modeling methods, model fitting, and parameter sensitivity methodology are described.

**SUPPLEMENTARY FILES**

**File S1. Force Algorithm Semi-automated Tracker Software**. Java-based software developed for tracking B cell populations using a semi-automated curation approach, and physics-based active contour modeling of individual cells.

**File S2. Video of tracked WT B cells stimulated with 250 nM CpG.** Tracked cells are colored and overlaid on phase-contrast images.

**File S3. Video of tracked WT B cells stimulated with 10 nM CpG.** Tracked cells are colored and overlaid on phase-contrast images.

**File S4. Video of tracked NF-κB cRel deficient B cells stimulated with 250 nM CpG.** Tracked cells are colored and overlaid on phase-contrast images.

**File S5. Video of tracked WT B cells stimulated with 250 nM CpG and subject to 1 h pretreatment with 1 ng/mL rapamycin.** Tracked cells are colored and overlaid on phase-contrast images.

**File S6. Single-cell RNAseq gene counts and analysis.** Microsoft Excel spreadsheet containing the workup of the single-cell RNAseq results.

**File S7. Immunofluorescence images and analysis tool.** All immunofluorescence images and the custom Java software used to analyze the images are provided as a zipped file

**File S8. Multi-scale integrated B-cell model files.** Matlab files required to run the multi-scale B-cell model.

**SUPPLEMENTARY TABLES**

**Table S1. Correlations between cell transcriptomes.** Transcriptomes of five large and five small cells were sequenced and aligned to the mouse genome. Gene counts were normalized to RNA spike in pseudo-counts and a constant positive count of 100 was added to all genes to represent experimental sensitivity as seen in the variability in spikein counts between samples (see methods). Colors represent degree of correlation (Pearson’s r). The second large cell was removed from further analysis due to poor correlation with all other cells (similar to negative).

**Table S2. NF-κB target genes that are transcriptional regulators.** A list was adapted from ([Gilmore, 2014](#_ENREF_18)). Transcription factors with motifs upregulated in large (red) or small (green) cells have been highlighted.

**Table S3. Integrated B-cell model species.** Prior to simulation, the model was equilibrated starting from initial concentrations, x_0_, with basal IKK signaling and no death signal (L=0) for a period of 24 h. Due to relatively high initial cyclin levels (see Conradie, 2010), the equilibration was repeated until the cell stopped dividing ([Mass] and [GM] was halved as usual) followed by a 24 h period of quiescent equilibration.

**Table S4. Integrated B-cell model rate constants.** Rate constants used to simulate the physicokinetic models for NF-κB signaling, cell-cycle progression, and apoptosis. Note: We did not model mTOR explicitly in the model because the exact relationship between Myc and TOR is not well characterized in B cells. In our study we found that mTOR is downstream of NF-κB activation, but the exact mechanisms are still poorly known. Instead, we assume that cell growth and the synthesis of general cellular machinery can be approximated by Myc activation, which is known to be under NF-κB regulatory control. The rate constants that we introduced into the model are explored in further detail below (Table S8).

**Table S5. Integrated B-cell model flux reactions.** The fluxes governing the mass-action changes of species in the model as listed.

**Table S6. Integrated B-cell model reactions.** ODE reactions describing the species rate of change are shown in terms of parameters and species. Some reactions were updated to reflect additional species that were introduced to model connections between the three models. Please see Text S1 and Tables S8,9 for more details.

**Table S7. Other simulation parameters.** Parameters describing the population variance (extrinsic noise) within specific modules of the model, multipliers, and general simulations parameters are shown. For more details please refer to the provided Matlab simulation files (File S8).

**Table S8. List of constants in new model reactions.** Constants present in novel model reactions (see Text S1). These values were derived from previously studies or from the datasets in this study. Note that ***f_RE_*** is a fraction that is depenent on the current abundance of specific Rb species in the cell-cycle module as described in the original model, included here to highlight that it was not a fitted quantity.

**Table S9. Parameterization of free parameters and sensitivity analysis.** Free parameters that were part of novel model reactions (see above) were manually fitted according to biological features observed in microscopy datasets of this study. Ranges for values were selected to reflect known distributions for protein and mRNA half-lifes (~1 h to ~100 h) or values which allowed for experimentally observed IKK dynamics, Tdie distributions, NF-κB monomer abundances, and observed population cell count trajectories.

**Table S10. Population response features being fitted during model parameterization.** Description of features identified in the experimental datasets which were selected for manual fitting of model parameters (Table S9).

**Table S11. Evaluating model fitting to experimental WT, cRel KO, low CpG, and Rapamycin treated datasets.** A comparison of the model fit to experimental time-lapse microscopy datasets for WT high CpG, cRel deficient, WT low CpG, and rapamycin treated conditions. Various measuremens of similarity for average cell growth trajectories (Figure S7 B,C), average Tgro, Tdiv, and Tdie timing (Figure S7 D,E,F), and total cell trajectories (Figure 6) are shown.

How the deposited data were processed for this re-analysis (not part of the article)

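Single splenic B cells stimulated for 24 h with CpG were captured on a microfluidic chip, photographed, and sequenced together with 3 control libraries, 13 libraries in all. Cell sizes were measured on 26 cells of the chip, of which 10 were sequenced. According to the methods and the submitters' processing notes, the authors aligned reads with STAR (the version is not given in the sources used here) to the mouse genome build m37 with Ensembl genes. The tool that assigned reads to genes is not given in the sources used here. The authors deposited whole-number read counts per gene, factors from a linear fit to the most abundant spike-ins, an expression score per gene, cell areas and relative volumes, and tables of enriched pathways and motifs with an enrichment ratio and an adjusted p-value. The pathway and motif tables are the authors' comparisons and were used only as deposited. A further 26 columns of per-sample values in the authors' tables were not used, since the adjusted counts were recomputed from the counts and factors. Spike-in counts were not analysed here, so the authors' factors were taken as deposited.

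The adjusted count of a gene in a cell was its count times the authors' factor plus 100. The score was the share of large cells minus the share of small cells with an adjusted count above 300, and genes at 0.5 or more, or -0.5 or less, were called higher or lower. Small cells were A2, C12, C7, F7 and H1 (n = 5) and large cells C1, E1, E3 and G2 (n = 4), with C3 left out as in the methods. Each size group is 1 sample, so no p-value, standard error or model over cells was computed. A cell is described by its counts, sums of counts have exact Poisson intervals and shares have exact binomial intervals, both at 95% and for counting error only. A gene list is described by the median log2 ratio of its members that were on in at least 1 of the 9 cells, and by the percentile of that median among 10000 random lists of the same size, matched on mean adjusted count in 20 bins. Correlations between libraries are Pearson r across genes. The scale was chosen by comparison with Table S1, where the linear scale met every value within 0.005 and the log10 scale differed by up to 0.293.

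Before the data were examined, 28 gene lists, 10 lists of cell type markers, 42 alternatives and the rule for named genes were fixed. Some rows of the authors' gene table, the first by Ensembl identifier, had been seen by then, but no symbol was matched to them. The list of transcription factors of Fig 4E was taken from the paper's results on these same cells. The named genes were the 20 genes of the NF-κB pathway and its targets that the paper names for this experiment or models, the 10 higher and the 10 lower genes with the largest log2 ratio, and up to 4 members of each list with the largest score, 146 genes in all, of which some are not reported here. Other genes, such as the members of the authors' terms, the immunoglobulin genes and the genes of C3, were named after their values were seen. Gene symbols and exon lengths came from the GENCODE annotation of GRCm38 by Ensembl identifier, and no coordinates were used because that build differs from the authors'. Symbols were found for 32919 of 37991 genes. Genes that share reads with near-identical copies, such as immunoglobulin variable genes and ribosomal protein genes, are uncertain. The alternatives were other count thresholds, constants and scalings, C3 kept, each cell left out in turn, and other correlation measures. A comparison without A2 and C1, per-cell measures with C3 kept, and the authors' list of NF-κB targets, with 434 symbols of which 365 were matched to mouse genes, were added after the data were seen, as were the further subunits of the respiratory chain and ATP synthase.

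Depth was 3311235 to 6311782 gene counts per cell. The score was tested on simulated counts for 37991 genes at the depths of these cells. Apart from the changed genes, every cell had the same expression profile. Libraries were scaled to equal totals and not by the authors' factors. The test therefore leaves out variation between cells and between factors. With no gene changed, 14 were called higher and 15 lower. Of 100 genes raised and 100 lowered by a factor of 4, the score recovered 78 and 81, with 12 and 14 other genes called, and by a factor of 16 it recovered 99 and 100. Lists of 25 genes were also drawn at random from the measured ratios of the detected genes. Of 200 such lists with no shift, 10 lay outside the central 95% of the matched random lists, a share set by the method. Of 200 lists shifted by 1 on the log2 scale, 192 lay above it. Lists of genes that vary together between cells were not tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.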

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

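All the tests of explanations in this part were chosen after the results were seen.

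More genes were higher than lower in large cells by the score, 375 against 121, or 75.6% higher. The spike-in scaling alone is argued against, since the share was 74.2% with the library totals made equal, with 257 of the 375 higher genes shared, and 66.9% on raw counts. A comparison of 4 large with 5 small cells may give the excess, because 2 of 4 large cells pass the threshold and 2 of 5 small cells do not. The score counted the 207 genes on in 2 large cells and no small cell. It did not count the 333 genes on in 2 small cells and no large cell. Simulated counts gave 14 higher and 15 lower genes, but they held no variation between cells and cannot decide this. Over the 5 sets of 4 small against 4 large cells the median share was 53.3%, with a range of 44.5 to 79.3% and the highest value without A2. Whether C1 alone gives it stays open, because E1 was on in 92.0% as many of the higher genes as C1, while the share was 42.3% without C1, but also 54.5% without E1 and 56.4% without E3, each with 3 large cells, and a biological difference between large and small cells stays open and untested.

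Large cell C3 had the lowest mean correlation with the other cells. C3 could be a cell of another type or state, since 57 genes reached 1000 counts in C3 with no read in the 8 cells other than A2, where the other cells had 8 to 21 such genes (median 16). A poor library stays open, because C3 had a read in the fewest genes (3519), and G2, with a mean r of 0.653 against 0.465 in C3, had a lower spike-in factor but a read in more genes (4430). The housekeeping gene Gapdh had 0 counts in C3 and at least 1325 in each other cell, while Actb had 120170 in C3. Whether A2 held RNA of a cell like C3 or only transcripts of its own stays open. The rule set for this, a share over 3 times the highest of the other cells, could not be met by any percentage. Of the 57 genes of C3, 54.4% had a read in A2 (exact binomial 95% interval 40.7 to 67.6%), and 9.09 to 45.0% of those of the other cells. In A2, 5 of the 57 reached 1000 counts, and 0 or 1 of those of each other cell. None of the marker lists, that of B cells included, had as many as 3 members on in C3, so no cell type is named.

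The bulk sample at 0 h, which the paper does not report on, had a read in 33107 genes, where the negative control had reads in 148. Counts set beside the wrong genes are argued against by a Spearman correlation with exon length of 0.817 over the 20187 genes without a read in the other 12 libraries. Genomic DNA in this library may give these reads, since over all genes the correlation was 0.857, against 0.227 in the positive control and 0.177 to 0.347 in the cells. The predicted gene Gm10800 held 27.0% of the counts at 0 h, and genes of the list of B cell markers 0.0482%. The library was not used here as an unstimulated baseline. No biological explanation was tested.

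The gap between the highest or lowest cell and the nearest other cell, as a share of the group's range, was examined in 56 groups of 4 or 5 cells and passed the 95% critical value in 20, 1 of 16 groups of per-cell measures and 19 of 40 groups of gene values. Chance gives about 1 in 20 groups only where values are normally distributed. Adjusted counts have a floor at 100, and most of these genes were on in few cells. Where 1 cell alone has reads, the gap is 1 whatever the count. The number of groups passed can therefore not be set against that rate. The spike-in factor of A2 (0.935) had a gap of 0.876. A2 stood apart among small cells with gaps of 0.777 for Bcl2l1, 0.868 for Ccnd3, 0.9503 for Creb1, 1 for E2f3, 0.996 for Egr1, 0.945 for Rela, 0.952 for Relb, 0.969 for Stat5a and 0.794 for Yy1. F7 stood apart for Nfkb1, with a gap of 0.791. Among large cells, C1 stood apart with gaps of 0.948 for Ccnd3, 0.832 for Creb1, 0.978 for E2f3, 0.839 for Myb and 1 for Nfkb2. The last is a difference at the floor, an adjusted count of 102 against the constant of 100, and C1 had 241 for Myb, A2 194 for Rela, G2 198 for Bcl2l1 and 287 for Relb, and E3 233 for Yy1, all below 300. G2 stood apart with gaps of 0.995 for Bcl2l1 and 1 for Relb, E1 with 0.910 for Ccnd2 and E3 with 0.992 for Yy1.

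Iglv1, a lambda light chain variable gene that the paper does not discuss, had 62118 counts in large cell E1 and 0 in the negative control.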

How the results depend on the processing

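The comparisons without A2 and C1, and those of volume, RNA total and genes per cell with C3 kept, were added after the data were seen. The ratios of volume, normalized RNA total and genes on per cell kept their direction in every alternative run. For volume this was set in advance, since the smallest and largest cells were chosen for sequencing. The number of higher genes was 53 with C3 kept and 28 at a score of 0.75, and 121 to 783 with 1 cell left out, lowest without C1 and highest without A2. The number of lower genes was 213 on raw counts, 17 at a score of 0.75, 88 to 542 with 1 cell left out and 269 without A2 and C1. Fewer or more cells change the steps of the score, and no other cause was tested. Over 28 gene lists, 60 of 476 alternative values, in 21 lists, had the other sign. Of these, 4 were in lists of extreme percentile (mitosis, ribosome biogenesis and cytosolic ribosomal proteins), and of all others 461 stayed within the spread between cells and 11 moved further. This spread, here and for the named genes, was 1 pooled standard deviation between the cells of a group. It is a wide limit that also holds the differences in spike-in factor. The numbers within it are therefore no measure of stability. The median of NF-κB pathway components was -1.91 with a constant of 10. With 1 cell left out, the medians ranged from -0.33 to 1.30 for mitosis, -0.078 to 1.10 for ribosome biogenesis, -0.36 to 0.15 for cytosolic ribosomal proteins, -0.62 to 1.62 for the transcription factors of Fig 4E, -0.57 to 0.33 for p53 targets, -1.10 to 0.65 for cholesterol and fatty acid synthesis, -0.76 to 0.58 for Toll-like receptor signaling and -0.56 to 0.93 for immediate early genes. The lowest of these was without C1, or without E3 for Toll-like receptor signaling, and the highest without A2, or without G2 for ribosome biogenesis. The median of all detected genes was itself 0.53 without A2 and -0.38 without C1, against 0.02. Without A2 and C1, Toll-like receptor signaling was at 0.54 and immediate early genes at 0.91. The interferon response was at -2.85 with a constant of 10, -0.10 with a constant of 1000 and -0.0074 with undetected genes kept. For 66 named genes, 21 of 792 values, in 10 genes, had the other sign, of which 2 were in genes called by score, Btg2 with libraries scaled to their totals (0.49) and mt-Nd3 with C3 kept (-0.015). Of all others, 739 stayed within the spread and 51 moved further. The mean r of C3 was 0.391 on the log10 scale and its mean Spearman's rho 0.46597, where the lowest other cell was at 0.476 (G2) and 0.4998 (C7), so the distance of C3 depends on the scale. Scaling by the raw sum of spike-ins was not run. No paired analysis was possible because the cells of the groups share no replicate number. With all cells thinned to 3311235 counts, the ratio of genes with a read was 1.12. The threshold of 300 stands for more reads in G2 (factor 0.0998) than in C1 (factor 1).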

Differences from the paper's values

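The paper states 369 genes higher in large cells, and 375 were found here, as in the authors' deposited list, by the paper's stated thresholds. None of the alternatives gave 369, and the number with a gene symbol was 374. The number of lower genes was 121 in both. Every one of the 66 correlations of Table S1 was met within 0.005 on the linear scale and not on the log10 scale.

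The paper states that an NF-κB signature was present in large cells and not in small cells. It drew this from pathways and motifs enriched among the genes called by score, and medians over whole lists are another measure. Over the whole lists, 16 of 21 detected NF-κB pathway components and 21 of 32 detected NF-κB targets of B cells had lower mean adjusted counts in large cells, with medians of -0.69 and -0.85, and of the authors' list 73 of 124 had. With C3 kept, the medians of components and targets were less negative and their percentiles less extreme, as given in the passage on these lists. Values that go the paper's way are the scores of Rela, Nfkbie and Cd86, which were 0.5 each, and entries of the authors' deposited table. These are terms with Rela and Nfkbie, an NF-κB motif in 9 higher genes (enrichment ratio 2.89) and motifs of NF-κB target transcription factors. The authors' list had 8 higher and 2 lower genes. The 8 were 6.45% of its detected genes, near the 5.83% of all detected genes. The paper states that cRel, RelA and Bcl_XL_ protein were raised in large cells at 24 h. It measured this on other cells, as the share of cells above a threshold taken from a 0 h control. By RT-PCR, with no split by size given, it also reports a rise of Bcl_XL_ mRNA. The ratios here are another measure, since they compare large with small cells at 24 h. Rel and Bcl2l1, the genes of cRel and Bcl_XL_, had log2 ratios of -1.51 and -1.63 here, but -0.87 and -0.66 without A2. Rel was highest in the omitted large cell C3, at 1408, and its ratio with C3 kept was -0.13. The sign of the score in the authors' deposited table is opposite to its column name.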

Other observations

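All the gene groups here are from the lists fixed before the data were examined, except the immunoglobulin genes and the genes of C3. Genes of ribosome biogenesis, many of them targets of Myc, had the highest percentile of the lists, with a median log2 ratio of 0.72 at percentile 99.98 over 34 detected genes. Of these, 5 were higher by score and none was lower, among them Tsr1 (1.91), Rcl1 (1.86) and the RNA polymerase I subunit Polr1e (1.75). Without C1 the median was -0.08, at percentile 84.6, and these genes were at 1.15, 1.09 and 0.97. Genes of mitosis had a median of 0.64 at percentile 98.9, with Ccnf (2.70) the 1 called member of 23 and the proliferation gene Mki67 at 1.46, but a median of -0.33 at percentile 28.4 without C1, and Ccnf was at 1.21 without E3. Cytosolic ribosomal proteins had a median of -0.11 at percentile 2.17 over 39 genes with none called, and it was 0.15 without A2. Of 20 genes of quiescent naive B cells, Btg2 was lower and the median was -0.51 at percentile 2.59, but -0.0043 at percentile 48.4 without H1, and Btg2 was at -0.28 without E3.

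Of 33 genes of B cell receptor signaling, the kinases Btk (1.18) and Pik3cd (1.44) and the inhibitory receptor Fcgr2b (1.06) were higher by score and the exchange factor Vav2 (-1.97) was lower, with a median of 0.25. Cd86 was the 1 higher gene of 20 in Toll-like receptor signaling (median -0.36), the receptor kinase Grk6 (2.32) that of 17 in chemokine signaling (-0.06), Eif6 (0.29) that of 22 in translation initiation and mTORC1 (0.18), Hsph1 (1.74) that of 14 immediate early and stress genes (-0.18) and mt-Nd3 (0.20) that of 8 mitochondrially encoded transcripts (0.37). Of 15 cell adhesion genes, Selplg (1.70) and Cd86 were higher and Pecam1 (-1.79) was lower (median 0.29). None was called of 16 genes of cholesterol and fatty acid synthesis (-0.42), 15 of plasma cell differentiation (-0.26), 6 of the interferon response (-0.72), 6 of T cell receptor signaling (0.06) or 14 housekeeping genes (0.23). With single cells left out, Btk was at 0.70 (without G2), Pik3cd at 2.68 and Hsph1 at 2.69 (both without A2). Without C1, Fcgr2b was at 0.59, Grk6 at 1.56 and Eif6 at 0.016, while mt-Nd3 was at 0.038 without E3 and Pecam1 at -1.08 without F7. The medians of B cell receptor signaling, cell adhesion, and translation initiation and mTORC1 were -0.03, -0.31 and -0.49 without C1, and those of plasma cell differentiation, Toll-like receptor signaling, immediate early and stress genes, and cholesterol and fatty acid synthesis were 0.24, 0.58, 0.93 and 0.65 without A2. Over the 28 lists, 25 of 472 distinct detected genes were higher (5.30%) and 4 were lower (0.847%), against 5.83% and 1.88% of all detected genes. Of the marker lists, the 18 detected B cell markers had a median of -0.16, the 8 plasma cell markers -0.60 and the 3 monocyte or macrophage markers -1.09, but these last medians were 0.17 and -0.09 without A2.

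The cells differed in their leading light chain genes. E1 had 23958 counts of lambda constant genes and 2 of Igkc. In A2, Igkv11-106 held 97.45% of the variable light chain counts, with 81421 counts. C12 and G2 were both led by Igkv1-99 (15058 and 20950 counts), C7 and F7 both by Igkv17-127 (1898 and 10611), E3 by Igkv8-27 (12731) and C1 by Igkv4-68 (1191). H1 had 4978 counts of Igkv17-121 and 4414 of Igkv4-72. Variable genes share reads with close copies, so a shared name does not show a shared sequence.

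The highest counts of C3 were those of Sdc4 (133598), a cell surface proteoglycan, while the nuclease gene Dnase1l3 had 62630, the chemokine gene Ccl5 60962, Id2 49268, Marcks 40254 and Il12b, a cytokine subunit, 29081. A2 also had reads of Ccl5 (2469), Marcks (4920) and Il12b (2428), which had at most 0, 86 and 1 counts in the other 8 cells.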
